# BRMS1L promotes chemotherapy sensitivity by inhibiting autophagy in breast cancer

**DOI:** 10.3389/fgene.2025.1670001

**Published:** 2025-11-07

**Authors:** Yuan Li, Dian Zhang, Junhao Zhao, Mei Yang, Yiping Wang, Peiyao Lee, Shaohua Qu

**Keywords:** BRMS1L, ATG5, autophagy, chemotherapy sensitivity, breast cancer

## Abstract

Chemoresistance remains a crucial obstacle in breast cancer therapy. The mechanisms underlying chemoresistance need to be explored urgently and in depth. Breast cancer metastasis suppressor 1 like (BRMS1L), a core component of the Sin3A–histone deacetylase (HDAC) co-repressor complex, has been reported to suppress breast cancer metastasis through epigenetically regulating the Wnt signal pathway. However, whether BRMS1L could regulate chemosensitivity has not been explored. Herein, we found that higher BRMS1L expression was significantly correlated with increased chemotherapy sensitivity and better prognosis in patients receiving neoadjuvant chemotherapy. *In vitro* experiments confirmed that chemoresistant breast cancer cells exhibited decreased BRMS1L expression compared to chemosensitive cells. *In vivo* experiments in nude mice demonstrated that BRMS1L markedly strengthened the chemotherapy effects on xenografts. RNA sequencing (RNA-seq) was performed to elucidate the molecular mechanism underlying BRMS1L-mediated chemosensitivity. Bioinformatics analysis indicated that BRMS1L promotes chemotherapy sensitivity by regulating cellular autophagy. Furthermore, chemoresistant breast cancer cells exhibited elevated autophagy levels, and ectopic expression of BRMS1L significantly suppressed protective autophagy through downregulating ATG5. Collectively, these results revealed that BRMS1L enhances chemotherapy sensitivity via inhibiting protective autophagy. To our knowledge, this is the first study that showed that reduced BRMS1L expression is associated with poor response to neoadjuvant chemotherapy and unfavorable prognosis in breast cancer patients. Our findings reveal a novel role of BRMS1L in chemosensitivity and highlight its potential clinical application in the treatment of breast cancer.

## Introduction

Breast cancer is one of the most common malignancies with increasing incidence in women and the leading cause of female cancer death worldwide. Due to the rapid development of novel chemotherapy drugs and target regimens, the prognosis of breast cancer patients has been greatly improved. However, the mortality shows less improvement in the past decades (Siegel et al., 2023). Among the current therapeutic strategies, chemotherapy remains the main treatment approach in clinical practice. However, chemotherapy resistance unavoidably results in treatment failure and poor prognosis in breast cancer patients. Therefore, exploration of the mechanisms underlying chemotherapy resistance will contribute to more effective treatment and thus improve patient survival.

At present, the mechanisms of chemotherapy resistance vary, including increased ABC transporter expression, cancer stem cells, metabolic alterations, impairment of DNA damage repair mechanisms, changes in the tumor microenvironment, autophagy-mediated drug resistance, and other gene mutations and epigenetic changes (Sun et al., 2022; Qin et al., 2018; Liu et al., 2021; Ferrari et al., 2022; Liu et al., 2022; Mentoor et al., 2018). Among these mechanisms, autophagy-mediated chemotherapy resistance has gained more and more attention (Cuomo et al., 2019; Cocco et al., 2020; Zamame Ramirez et al., 2021; Jung et al., 2020; Hu et al., 2021; Yu et al., 2022; Lin et al., 2022; Oh et al., 2024; An et al., 2021). Autophagy is a conservative lysosomal degradation pathway for the removal of cytoplasmic components to maintain cellular homeostasis (Cuomo et al., 2019). During the cancer development and progression, autophagy plays a double-edged sword role (Cocco et al., 2020; Zamame Ramirez et al., 2021; Jung et al., 2020). On the one hand, it could promote tumor cell death and thereby function as a tumor suppressor when tumor originates (Cocco et al., 2020). On the other hand, autophagy can function as a cytoprotective mechanism that promotes tumor cell survival under stress conditions such as hypoxia and nutrient starvation (Zamame Ramirez et al., 2021; Jung et al., 2020). Numerous studies identified that autophagy is one of the stress-protective mechanisms and its activation has been proven to induce chemoresistance (Hu et al., 2021; Yu et al., 2022; Lin et al., 2022; Oh et al., 2024). Cancer cells must activate their self-protective mechanisms to survive the stressful conditions induced by drug treatment, which suggests that they can evade chemotherapy drug-induced apoptosis via enhanced autophagy levels, subsequently leading to chemotherapy resistance (An et al., 2021). Thus, specific interventions that block autophagy have been considered a novel therapeutic strategy to enhance chemosensitivity and improve the prognosis of breast cancer patients (Hashemi et al., 2023).

Breast cancer metastasis suppressor 1 like (BRMS1L) is a component purified from the Sin3–histone deacetylase (HDAC) complex, which is capable of histone deacetylation and transcription suppression (Nikolaev et al., 2004). A previous study revealed that BRMS1L suppresses breast cancer invasiveness and metastasis by inhibiting epithelial–mesenchymal transition (EMT) (Gong et al., 2014). BRMS1L silences *FZD10* by recruiting HDAC1 to its promoter, leading to H3K9 deacetylation and suppression of aberrant WNT3-FZD10-β-catenin signaling. However, it remains obscure whether BRMS1L is associated with autophagy via regulating chemosensitivity of breast cancer cells.

In the present study, we found that reduced BRMS1L expression correlates with poor response to neoadjuvant chemotherapy and unfavorable prognosis in breast cancer patients. Chemoresistant breast cancer cells exhibited elevated autophagy levels, which is a mechanism that helps the cells survive and resist the drug. Additionally, chemoresistant breast cancer cells exhibited decreased BRMS1L expression. RNA-sequencing analysis of chemoresistant breast cancer cells indicated that autophagy plays a specific role in driving chemotherapy resistance. Furthermore, BRMS1L significantly enhanced chemotherapy sensitivity by inhibiting protective autophagy in breast cancer cells. *In vivo* experiments further validated that BRMS1L exerts potent antitumor effects, highlighting its potential clinical application in the treatment of breast cancer.

## Results

### High BRMS1L expression correlates with an improved response to neoadjuvant chemotherapy (NACT) and better prognosis

BRMS1L has been identified as a breast cancer metastasis suppressor, but its clinical relevance with NACT remains unclear. In the present study, 138 breast cancer tissue samples from patients who received neoadjuvant chemotherapy (NACT) were collected. To examine whether the BRMS1L expression is associated with the efficacy of NACT, immunohistochemistry (IHC) for BRMS1L protein expression was first performed. The results revealed that patients with high BRMS1L expression (IRS > 4) significantly correlated with an elevated response to chemotherapy (CR + PR), whereas the low BRMS1L level correlated with a poor response to chemotherapy (SD + PD, Figures 1A,B). Similarly, the BRMS1L mRNA level, determined through quantitative real-time polymerase chain reaction (qRT-PCR), was much higher in responders than in non-responders (fold change 1.88, Figure 1C).

**FIGURE 1:**
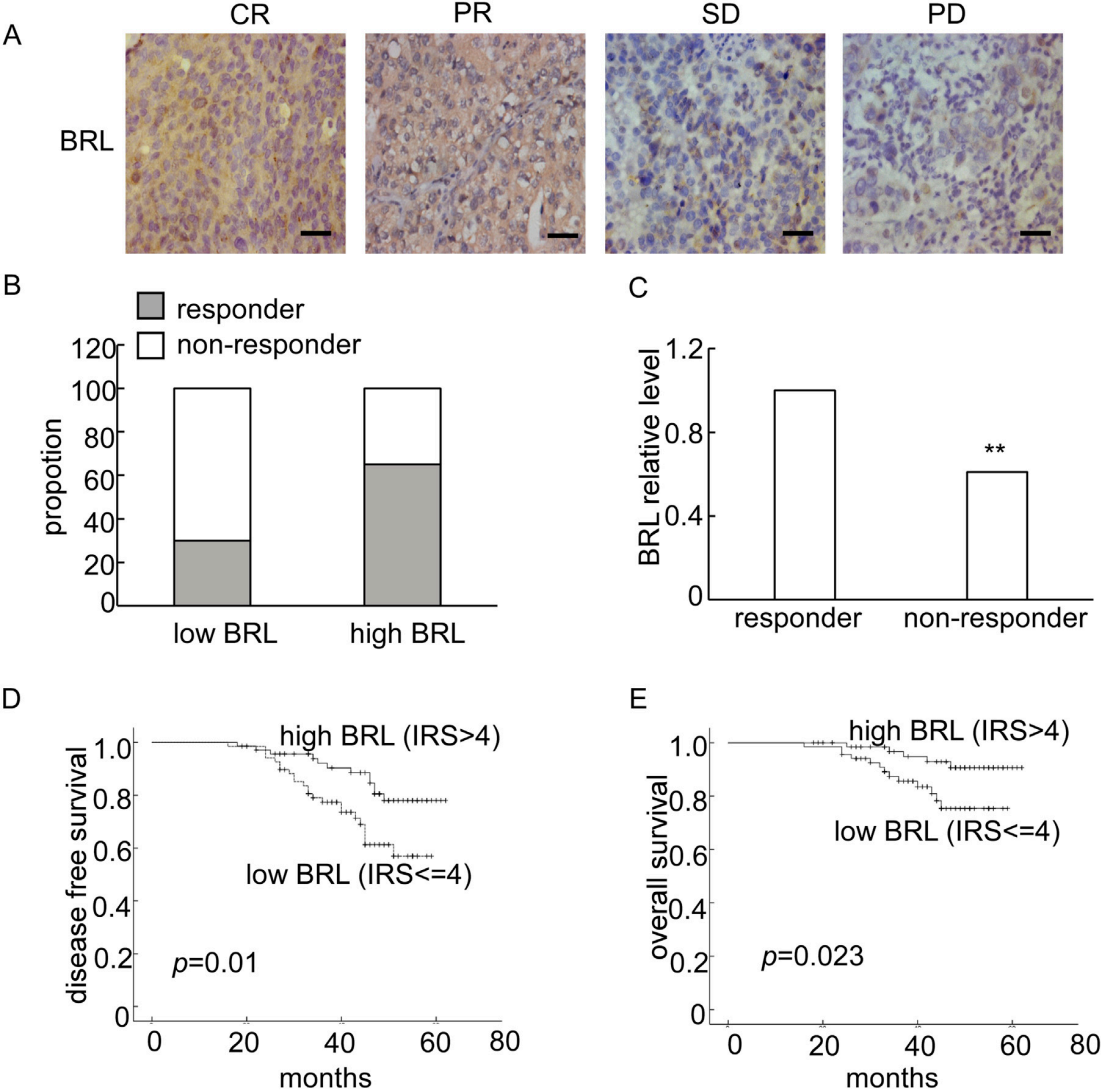
The expression of BRMS1L was correlated with neoadjuvant chemotherapy (NACT) response and prognosis of breast cancer patients. **(A)** Representative IHC of BRMS1L in breast tissues with different response to NACT. Scale bar corresponds to 50 mm. CR, complete response; PR, partial response; SD, stable disease; PD, progressed disease. **(B)** Percentage of pCR in patients stratified by BRMS1L expression. **(C)** The BRMS1L mRNA expression was measured using qRT-PCR in breast cancer tissues. **(D, E)** The Kaplan–Meier disease-free survival (DFS) and overall survival (OS) curves of patients with low (IR S≤ 4) and high (IRS > 4) BRMS1L levels, with a median follow-up period of 45 months. BRL, BRMS1L. Non-responders vs. responders, **p < 0.01.

Furthermore, we analyzed the association between BRMS1L expression and the clinicopathological status of 138 patients with breast cancer. It revealed that high BRMS1L expression was associated with a smaller tumor size, lower grade, less lymph node involvement, and lower relapse rate. However, there was no correlation between BRMS1L and patient age, hormone receptor (HR), or HER-2 status (Table 1). Among the 138 patients, there were 83 chemotherapy-sensitive patients and 55 chemotherapy-resistant patients. According to the statistical analysis, patients with high BRMS1L expression (IRS > 4) were more sensitive to chemotherapy, but patients with low BRMS1L levels (IRS ≤ 4) are more resistant to chemotherapy (Supplementary Table S1). Moreover, to determine the correlation between BRMS1L expressions and treatment paradigms, we found that there was no correlation between BRMS1L and NACT regimens, surgical therapy, number of chemotherapy cycles, or endocrine therapy (Supplementary Table S2). In addition, the Kaplan–Meier survival curve with a median follow-up of 45 months demonstrated that patients with high BRMS1L expression had a better disease-free survival and a better overall survival than those with low BRMS1L expression (Figures 1D,E). Taken together, these data suggest that high BRMS1L expression correlates with high chemotherapy sensitivity and better prognosis.

**TABLE 1:** Association between BRMS1L expression and clinicopathologic features of 138 breast cancer patients [No (%)].

Item	Total no.	BRMS1L expression			*p*
		High (IRS > 4)	Low (IRS ≤ 4)		
Age (years)					
≤50	63	29	34	1.021	0.393
>50	75	41	34		
Tumor size					
2–5 cm	78	46	32	4.885	0.039
>5 cm	60	24	36		
Grade					
I	23	17	6	6.918	0.031
II	55	28	27		
III	60	25	35		
Lymph node status					
N0	18	8	10	11.228	0.011
N1	45	32	13		
N2	53	21	32		
N3	22	9	13		
HR status					
Positive	81	45	36	1.831	0.226
Negative	57	25	32		
HER-2 status					
Negative	89	40	49	3.351	0.077
Positive	49	30	19		
Relapse					
No	103	58	45	5.07	0.024
Yes	35	12	23		

The χ^2^ test was used to calculate p-values.

### BRMS1L promotes chemotherapy sensitivity in breast cancer cells

Adriamycin (ADM) is widely used to treat breast cancer patients with a high risk of recurrence and plays a vital role as one of the standard treatments in breast cancer for a long time. However, the efficacy of chemotherapy varies due to primary resistance to ADM. In this study, to investigate the effect of BRMS1L on cell viability to chemotherapy, we treated MCF-7 and Adriamycin-resistant MCF-7/ADR cells with a series of ADM concentrations: 0.1 μM, 1 μM, 10 μM, and 100 μM. Cell viability was determined using the Cell Counting Kit-8 (CCK-8) assay after 48 h of ADM treatment. The results showed that the ectopic expression of BRMS1L significantly reduced the cell viability of MCF-7/ADR cells in a dose-dependent manner compared to control cells. In addition, we determined the cell viabilities treated with 10 μM ADM following 24 h, 48 h, and 72 h. The CCK-8 assays revealed that the ectopic expression of BRMS1L reduced the cell viability of MCF-7/ADR cells in a time-dependent manner compared to MCF-7 cells (Figures 2A,B). On the contrary, silencing BRMS1L significantly enhanced ADM cytotoxicity in MCF-7 cells compared with the control group (Figures 2C,D; Supplementary Figure S1). Collectively, these data suggest that BRMS1L enhances chemotherapy sensitivity of breast cancer cells.

**FIGURE 2:**
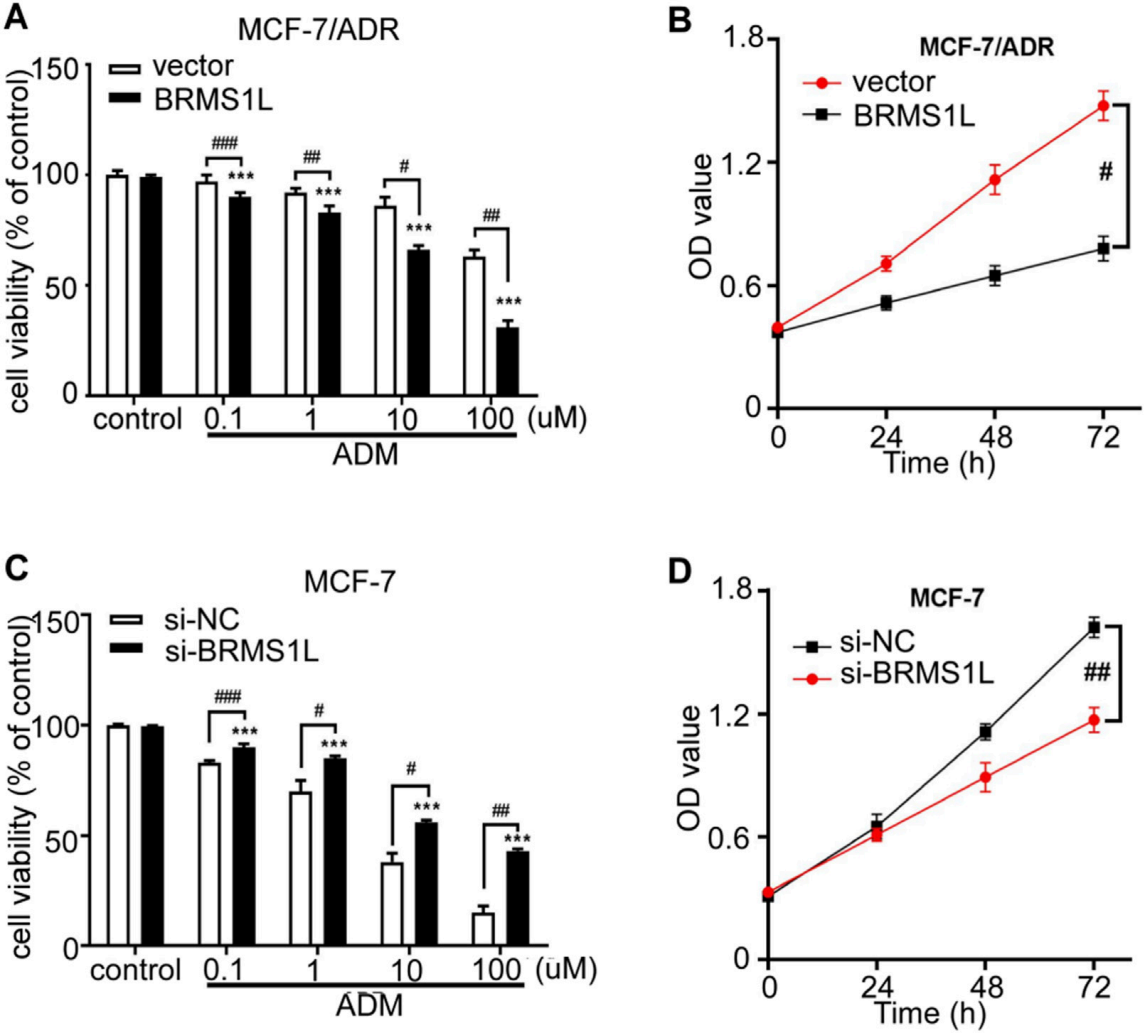
BRMS1L promotes chemosensitivity in breast cancer cells. **(A, C)** Cell viability was determined under treatment of different concentrations of ADM in MCF-7/ADR and MCF-7 cells. **(B, D)** Cell viability was determined after 24 h, 48 h, or 72 h in MCF-7/ADR and MCF-7 cells using CCK-8 assays. ADM vs. control; ***, *p* < 0.001. BRMS1L vs. vector, ###, *p* < 0.001; ##, *p* < 0.01; #, *p* < 0.05.

### BRMS1L inhibits ADM-induced autophagy in breast cancer cells

Autophagy has been demonstrated to be a potential mechanism that may promote chemotherapy resistance. Based on bioinformatics analysis, we hypothesized that BRMS1L enhances chemotherapy sensitivity by regulating autophagy. 

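RNA from MCF-7 cells and from MCF-7/ADR cells was sequenced, and the deposited values hold 1 library per cell line. The PCA plot of Supplementary Figure S3 also shows 1 point per cell line, but PC1 and PC2 together hold less than all of the variance. With 2 libraries alone PC1 would hold all of it, so further libraries seem to have entered that plot, and none of them is in the values used here. MCF-7 is a luminal, estrogen receptor-positive breast cancer cell line. The paper describes MCF-7/ADR as an ADM-resistant line, kept under 1 μM ADM every 4 weeks. Its descent from MCF-7 was not measured here, so the differences below lie between 2 libraries and were not tied to resistance. ADM (doxorubicin) is an anthracycline that traps type II topoisomerases on DNA. The sample labels call the resistant library MCF-7/ADR in its title and genotype but give MCF-7 as its cell line and source. The methods name the NEBNext Ultra kit, whereas the labels name the VAHTS Universal V8 kit on rRNA-depleted RNA with strand marking, and whether the counting used the strand is not given in the sources used here. Reads were 150 bp and paired. By the paper's Table S4, the MCF-7 library had 154805218 raw reads, of which 50.7% were rRNA, and 74597532 clean reads. The MCF-7/ADR library had 136518522 raw reads, of which 47.0% were rRNA, and 70749444 clean reads.
The authors aligned the clean reads with Hisat2, assembled transcripts with StringTie, counted reads per gene with RSEM and deposited FPKM for 19447 gene symbols. The values hold no read counts, and they share no common step from which counts could be recovered, so the reads behind a single value are unknown. The FPKM summed to 315818 in MCF-7 and to 290254 in MCF-7/ADR. The comparison used the log2 ratio of FPKM + 1 in MCF-7/ADR over FPKM + 1 in MCF-7, a scale that understates the change of genes with low values. It covered the 12766 genes with an FPKM of at least 1 in at least 1 library, and genes over 2-fold apart were counted as higher or lower. With 1 library per cell line the differences have no replicate check, no error and no p-value. Gene groups were taken from fixed lists, and each was set beside 10000 random lists of the same size and similar expression, as a description of these 2 libraries. Several lists follow themes that the paper reported as enriched in its own sequencing of these cell lines. The ranks of those lists are therefore not independent evidence for the themes. No fold or log2 ratio of its own is given for a gene listed at 0 in a library, because some genes that nearly all cells use, such as SMAD4 and AGPS, are listed at 0 in MCF-7 and at 11.8 and 18.4 FPKM in MCF-7/ADR.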

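The MCF-7/ADR library differed from the MCF-7 library in a drug efflux pump, in genes of the extracellular matrix and in the genes of luminal epithelium. The highest log2 ratio belonged to MMP1, the interstitial collagenase, at 0.0725 FPKM in MCF-7 and 1755 FPKM in MCF-7/ADR (log2 ratio 10.68). ABCB1, which encodes the efflux pump P-glycoprotein and lies on chromosome 7 of GRCh38.p14 from 87503017 to 87713295, was at 0.0204 and 431 FPKM (log2 ratio 8.73). It overlaps RUNDC3B, with which it could share reads if strand was not used. LDHB, a lactate dehydrogenase subunit, had a log2 ratio of 8.27, ANXA1, a phospholipid-binding annexin, 8.01, and GSTP1, a glutathione transferase, 7.64. The receptor tyrosine kinase AXL (log2 ratio 7.15) and the cytokine IL6 (log2 ratio 6.79) were also among the 15 highest. At the other end stood TFF1, a secreted trefoil factor induced by estrogen, at 6454 FPKM in MCF-7 and 0.866 FPKM in MCF-7/ADR (log2 ratio -11.76). KRT19, a keratin of simple epithelia, had a log2 ratio of -9.25, CDH1, which encodes E-cadherin, -7.47, UBB, a ubiquitin gene, -7.41, and GREB1, an estrogen-regulated gene, -6.77.
In all, 2490 genes were over 2-fold higher and 2305 over 2-fold lower in MCF-7/ADR, 37.6% of the 12766 genes, and the median log2 ratio of all 12766 genes was 0.03. The higher genes include 352 listed at 0 in MCF-7, and the lower genes 162 listed at 0 in MCF-7/ADR. Genes listed at 0 also enter the list counts and medians. With a fold threshold of 4, 833 genes were higher and 743 lower. Of 32 luminal genes, 26 were lower and 2 higher, with a median log2 ratio of -3.85. Of 45 epithelial genes, 40 were lower and 2 higher, with a median of -3.56. Of 34 mesenchymal genes, 32 were higher and 1 lower, with a median of 4.13, among them VIM, which encodes vimentin, at 2.95 and 385 FPKM. None of the 10000 random lists had a median as far out as any of these 3 lists. With these groups moved MTAP and CDKN2A, neighbouring genes known as background to be missing from the MCF-7 genome. MTAP was at 0.338 FPKM in MCF-7 and 40.9 in MCF-7/ADR, and CDKN2A was listed at 0 in MCF-7 and at 15.2 FPKM in MCF-7/ADR.

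**Figure D1:**
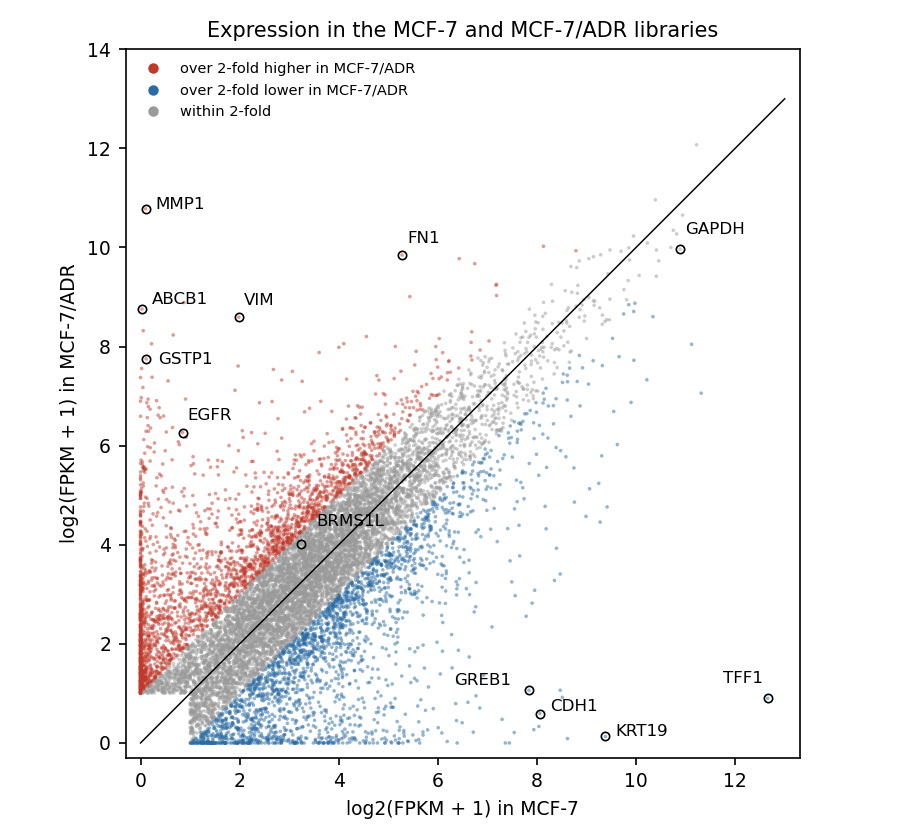
Expression of the 12766 genes in both libraries, as log2(FPKM + 1) in MCF-7 (horizontal axis) and in MCF-7/ADR (vertical axis), 1 point per gene, with the line of equal values. Red points are the 2490 genes over 2-fold higher and blue points the 2305 genes over 2-fold lower in MCF-7/ADR. MMP1 and ABCB1 lie at the upper left and TFF1 and KRT19 at the lower right.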

We performed RNA sequencing (RNA-seq) on MCF-7 and MCF-7/ADR cells, from which 1,431 differentially expressed mRNAs (DE mRNAs) were identified through the differential expression analysis (Figure 3A). To explore the potential effect of these DE mRNAs, we carried out Gene Ontology (GO) categories and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis. The GO analysis included the biological process (BP), cellular component (CC), and molecular function (MF). Among them, the BP analysis indicated that the DE mRNAs could regulate the morphogenesis of an epithelium, axon development, and so forth. 

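Genes of epithelial morphogenesis were more often higher than lower in MCF-7/ADR. Of 49 signals and factors of branching morphogenesis, 24 were over 2-fold higher and 10 lower, with a median log2 ratio of 0.87 (0.06 with no filter on low values), and 1 of the 10000 random lists had a median as high. PAX8, a transcription factor of kidney, thyroid and Müllerian epithelium, was at 1.08 FPKM in MCF-7 and 53.8 FPKM in MCF-7/ADR (log2 ratio 4.72). WNT3, a ligand of Wnt signaling, was at 0.802 and 11.4 FPKM (log2 ratio 2.78). Genes of axon guidance moved both ways. Of 52 semaphorins, plexins, ephrins, their receptors and related genes, 12 were higher and 21 lower, with a median log2 ratio of -0.23 (0.02 with no filter on low values). The 33 genes over 2-fold apart compare with a median of 21 in the random lists, and 6 of the 10000 random lists had as many. SEMA3D, a secreted semaphorin, had the largest change of the list, with a log2 ratio of 7.13. NRCAM, a neuronal adhesion molecule, had a log2 ratio of -4.35, EPHA3, an ephrin receptor, -4.06, and EFNA1, an ephrin, -3.90. The lists were written by hand, since the memberships of the GO terms were not used here. Their themes come from the paper's own sequencing of these cell lines, so their ranks are not independent evidence.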

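Matrix genes were more often higher than lower in MCF-7/ADR, and junction genes moved both ways. Of 44 matrix proteins and integrins, 24 were over 2-fold higher and 8 lower, with a median log2 ratio of 1.13 that no random list reached. FN1, which encodes fibronectin, was at 37.8 FPKM in MCF-7 and 921 FPKM in MCF-7/ADR (log2 ratio 4.57). LAMA1, a laminin chain, was at 0.0621 and 43.1 FPKM (log2 ratio 5.38), and ITGA6, an integrin subunit that binds laminin, at 3.15 and 77.9 FPKM (log2 ratio 4.25). Of 15 collagen chains, 8 were higher and 4 lower, led by COL6A2 (log2 ratio 3.37) and COL6A1 (log2 ratio 3.36). Beside these, 3 of 12 genes abundant in fibroblasts passed the filter and all 3 were higher, with COL1A1 at 2.44 and 25.6 FPKM, while the median of the 12 genes in MCF-7/ADR was 0.268 FPKM. Of 52 genes of cell–cell junctions, 15 were higher and 23 lower, and no random list had as many as 38 genes over 2-fold apart. Their median log2 ratio was -0.29 (0 with no filter and -0.72 with a filter of 5 FPKM). The tight junction genes CLDN7 (log2 ratio -5.53) and CLDN4 (log2 ratio -5.11) were lower, and CLDN1 was higher (log2 ratio 5.64). E-cadherin is encoded by CDH1 on chromosome 16 from 68737292 to 68835537. The median of the matrix list was 2.03 with a pseudocount of 0.1 and 0.28 with no filter on low values.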

The CC analysis revealed that they were enriched in the extracellular matrix, cell–cell junctions, and so forth. 

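Many transcription factor genes were over 2-fold apart, in both directions. Of 90 developmental transcription factors of the SOX, FOX, GATA, PAX, TBX, KLF, ETS and related families, 31 were higher and 22 lower in MCF-7/ADR, with a median log2 ratio of 0.21 (0 with no filter on low values). The random lists had a median of 37 genes over 2-fold apart, against 53 here, and none of the 10000 random lists had as many. The paper drew this theme from its own sequencing of these cell lines, so the count is not independent evidence for it. The ETS-family factors EHF (log2 ratio -5.70) and ELF5 (log2 ratio -5.33) and SPDEF (log2 ratio -5.35), all of secretory epithelium, were lower. Another member of that family, ETS1, was higher, at 0.0109 FPKM in MCF-7 and 32.4 FPKM in MCF-7/ADR (log2 ratio 5.05). Of 24 HOX genes, which set position along the body axis, 13 were higher and 1 lower (16 and 4 after rescaling to TPM or with a pseudocount of 0.1 or 0.5), with a median log2 ratio of 1.09, and 62 of the 10000 random lists had a median as high. HOXB9 was at 1.03 and 47.5 FPKM (log2 ratio 4.58) and HOXB2 at 0.0934 and 6.41 FPKM (log2 ratio 2.76). HOXC13, the lower one at the main setting, was at 5.03 FPKM in MCF-7 and listed at 0 in MCF-7/ADR. The median of the HOX genes was 2.20 with a pseudocount of 0.1 and 0.38 with no filter.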

MF analysis identified that they were related to DNA-binding transcription activator activity, RNA polymerase II-specific functions, and so forth (Figure 3B). The KEGG pathway analysis revealed that these DE mRNAs might participate in the PI3K−Akt signaling pathway, Rap1 signaling pathway, and so forth (Figure 3C). It is worth mentioning that the PI3K–Akt signaling pathway attracts our attention because of its tightly association with the occurrence of autophagy (Shari et al., 2023; Zhang et al., 2022). 

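Within the PI3K−Akt pathway, 71.8% of the upstream growth factors and receptors kept by the filter were over 2-fold apart and 35.4% of the kinases and other components of the pathway itself. With no filter, which adds unexpressed genes, the shares were 34.1% and 32.1%, so the contrast holds only among expressed genes, and the difference was not tested. Of 39 growth factors and receptor tyrosine kinases, 17 were higher and 11 lower in MCF-7/ADR, with a median log2 ratio of 0.57 (0.02 with no filter), and no random list had as many as 28 genes over 2-fold apart. EGFR, the epidermal growth factor receptor, was at 0.801 FPKM in MCF-7 and 75.9 FPKM in MCF-7/ADR (log2 ratio 5.42). BDNF, a neurotrophin, and NRG1, a ligand of the ERBB receptors, were listed at 0 in MCF-7 and at 24.1 and 10.8 FPKM in MCF-7/ADR. Of 48 kinases, phosphatases and mTOR components, 7 were higher, 10 lower and 31 within 2-fold, with a median log2 ratio of -0.07. After rescaling to TPM, 10 were higher and 10 lower, with a median of 0.05. In the random lists 16 genes at the median were over 2-fold apart, against 17 here. The AKT3 kinase was at 0.114 and 27.6 FPKM (log2 ratio 4.68), and PIK3R3, a regulatory subunit of PI3K, at 45.2 and 1.47 FPKM (log2 ratio -4.23). DDIT4, an inhibitor of mTOR complex activity, had a log2 ratio of -3.88. RPS6KB1, the S6 kinase downstream of mTOR, was at 146 and 15.7 FPKM (log2 ratio -3.13), and it lies in a run of 10 neighbouring genes on chromosome 17 that were all over 2-fold lower. MTOR itself was at 16.1 and 28.2 FPKM (log2 ratio 0.77).
Of 57 genes of Rap1 signaling, 17 were higher and 15 lower, with a median log2 ratio of -0.04 (0.07 after rescaling to TPM and 0.10 with no filter), and 24 of the 10000 random lists had as many as 32 genes over 2-fold apart. VAV3, an exchange factor of Rho GTPases, was at 48.0 and 0.345 FPKM (log2 ratio -5.19), and PARD6B, a polarity protein, at 135 and 4.07 FPKM (log2 ratio -4.75). PRKD1, a protein kinase D, was at 0.0217 and 7.72 FPKM (log2 ratio 3.09), and the GTPase RAC2 was listed at 0 and at 11.4 FPKM.

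**Figure D2:**
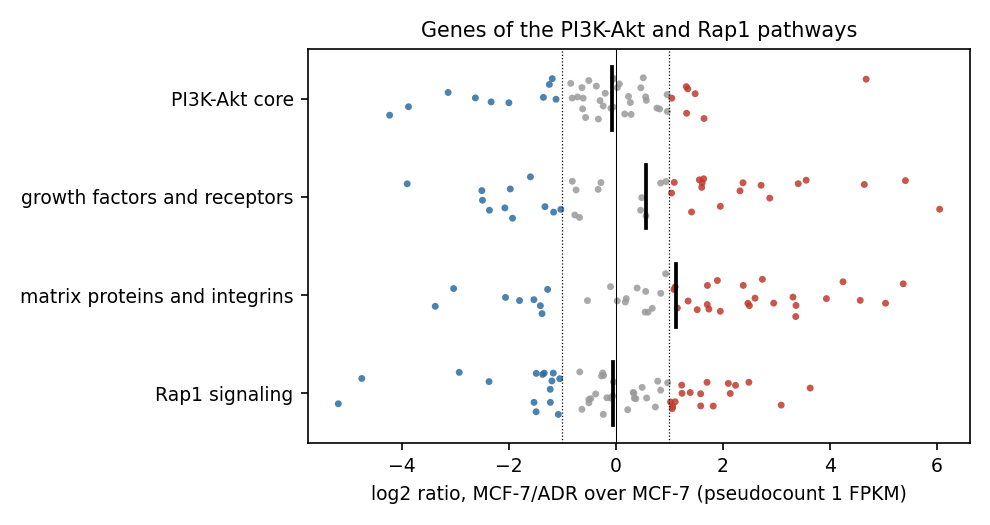
Log2 ratios of MCF-7/ADR over MCF-7 for 4 gene lists, 1 point per gene, red over 2-fold higher, blue over 2-fold lower and grey within 2-fold (dotted lines). Black bars mark the medians, from -0.07 for the PI3K-Akt core to 1.13 for matrix proteins and integrins.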

The results suggested that autophagy would occur on MCF-7 and MCF-7/ADR cells; however, it remains unclear whether autophagy also occurs under the influence of BRMS1L on breast cancer cells. 

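Most genes of the core autophagy machinery were expressed in both cell lines and differed by under 2-fold. Of 42 such genes, 37 were at 1 FPKM or more in both libraries. ULK2 was at 2.82 FPKM in MCF-7 and 0.0216 FPKM in MCF-7/ADR, MAP1LC3A was listed at 0 and at 0.262 FPKM, and MAP1LC3C was listed at 0 in both. Of the 39 genes kept by the filter, 3 were higher in MCF-7/ADR, 9 were lower and 27 were within 2-fold, with a median log2 ratio of -0.08. After rescaling to TPM, 7 were higher and 9 lower, with a median of 0.04. In the random lists 13 genes at the median were over 2-fold apart, against 12 here, and the median lay at percentile 30.7. ULK1, the kinase that starts autophagosome formation and lies on chromosome 12 from 131894622 to 131923150, was at 34.2 FPKM in MCF-7 and 2.99 FPKM in MCF-7/ADR (log2 ratio -3.14). VMP1, a membrane protein needed for autophagosome formation, was at 383 and 53.8 FPKM (log2 ratio -2.81) and lies next to the run of lower genes on chromosome 17. GABARAPL2, which belongs to the family of LC3-like proteins, was at 79.9 and 18.1 FPKM (log2 ratio -2.08). The higher genes were ATG14, a subunit of the Beclin 1 complex (log2 ratio 1.87), ATG9B, a lipid scramblase (log2 ratio 1.67), and RB1CC1, a partner of ULK1 (log2 ratio 1.40). ATG9B was low in both libraries, at 0.0248 FPKM in MCF-7 and 2.27 FPKM in MCF-7/ADR. It overlaps NOS3, with which it could share reads if strand was not used. ATG5, part of the complex that attaches LC3 to lipid, was at 8.30 and 15.8 FPKM (log2 ratio 0.85, and 1.02 after rescaling to TPM). ATG7, the activating enzyme of this conjugation, was at 5.07 and 8.86 FPKM (log2 ratio 0.70), and BECN1, which encodes Beclin1, at 20.2 and 25.7 FPKM (log2 ratio 0.33). MAP1LC3B, which encodes LC3B, was at 119 and 113 FPKM (log2 ratio -0.08, and 0.04 after rescaling to TPM).
Among 18 cargo receptors, 2 were higher and 2 lower. SQSTM1, which encodes p62, was at 35.2 and 115 FPKM (log2 ratio 1.68), and BNIP3, a mitochondrial receptor, at 72.7 and 24.1 FPKM (log2 ratio -1.55). Of 49 lysosomal genes, 6 were higher and 5 lower (10 and 5 after rescaling to TPM, 9 and 7 with a pseudocount of 0.1), with a median log2 ratio of -0.30, which 286 of the 10000 random lists matched or fell below. The protease CTSD, also induced by estrogen, was at 607 and 36.8 FPKM (log2 ratio -4.01). RNA levels do not measure autophagic flux. From the PI3K−Akt pathway among the enriched pathways and its association with autophagy, the paper proposes that autophagy would take place in both cell lines, and it turns to other experiments for the effect of BRMS1L.

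**Figure D3:**
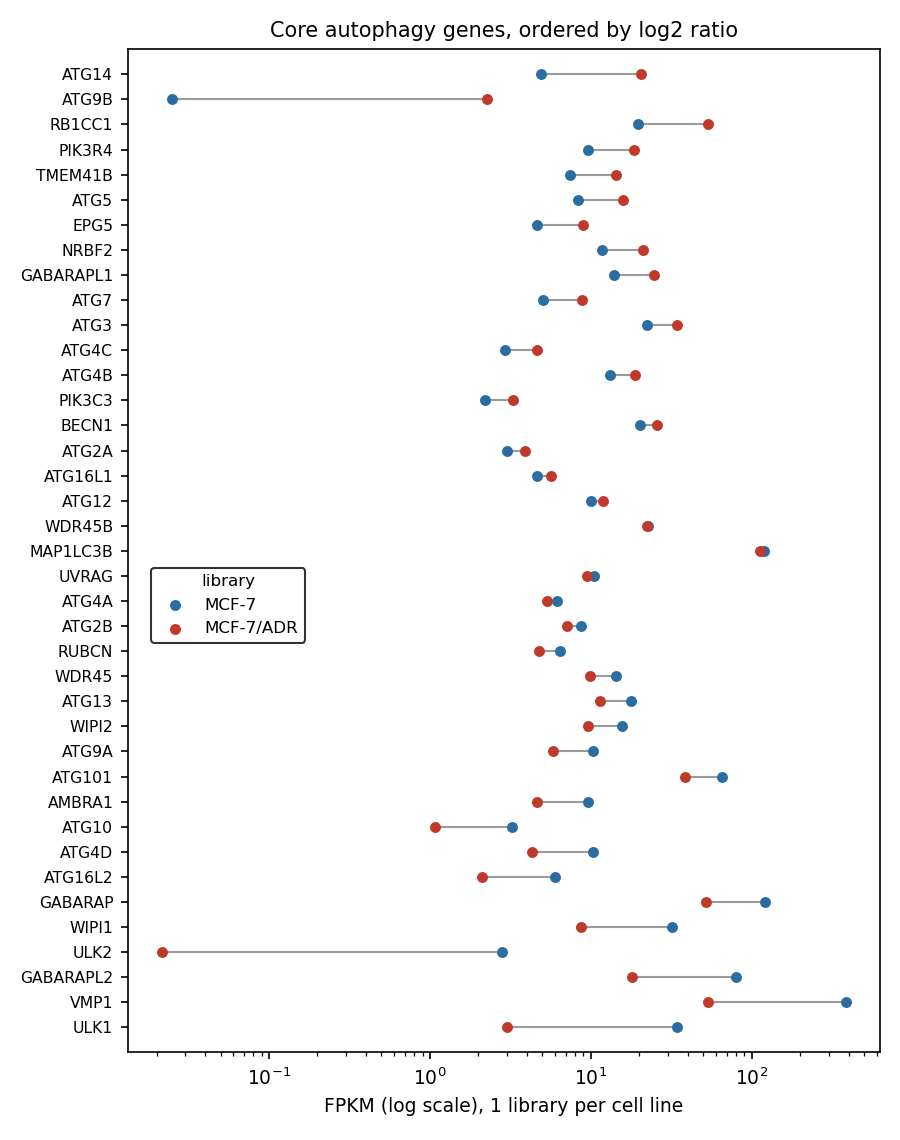
FPKM on a log scale (horizontal axis) of the 39 core autophagy genes in MCF-7 (blue) and MCF-7/ADR (red), 1 library per cell line, ordered by log2 ratio. ATG14 stands at the top with a log2 ratio of 1.87 and ULK1 at the bottom with -3.14, and the points of 27 genes lie within 2-fold of each other on the FPKM + 1 scale.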

To identify our hypothesis, we performed the following experiments.

**FIGURE 3:**
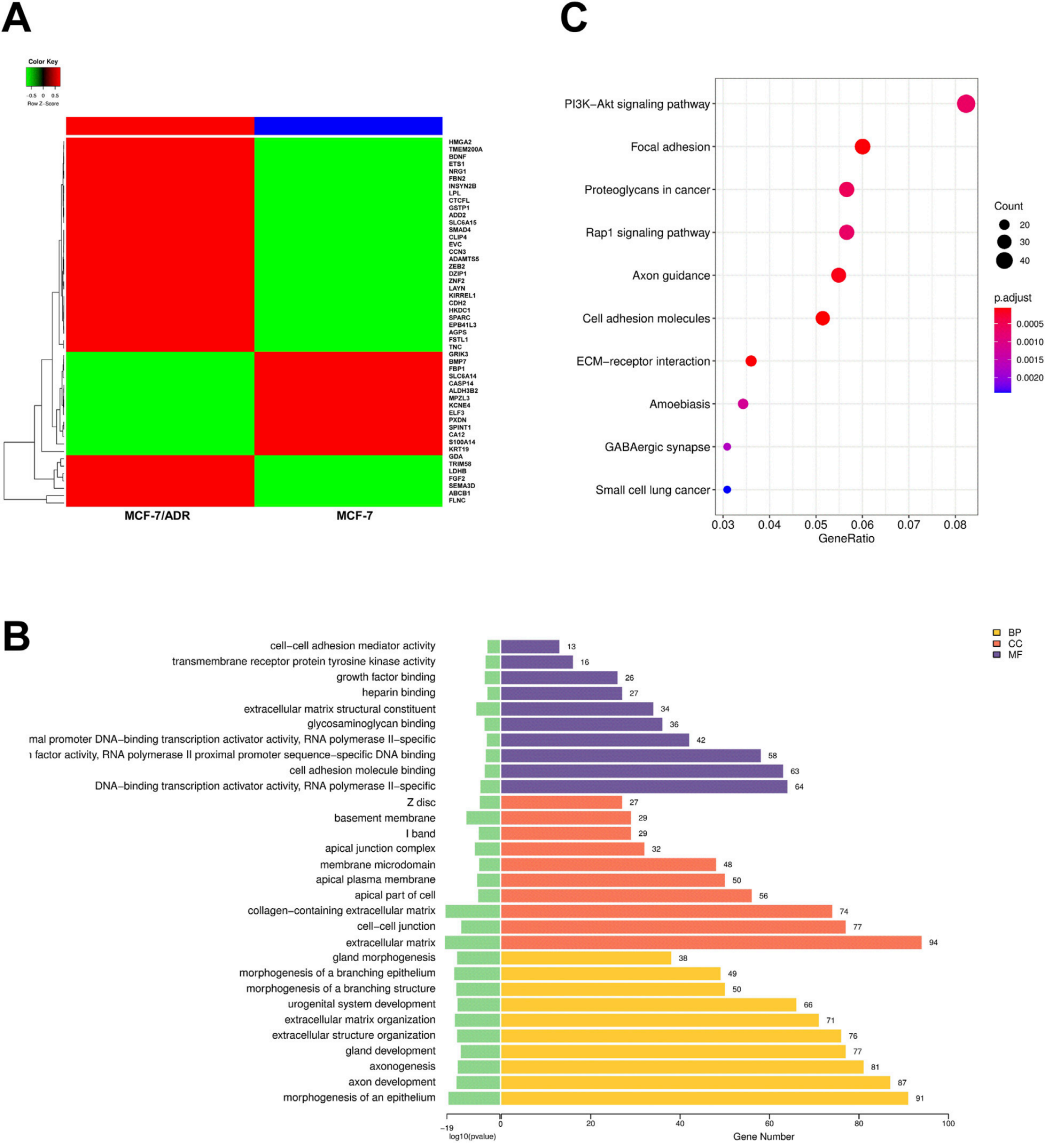
Autophagy is associated with chemotherapy resistance in breast cancer cells. **(A)** A heatmap shows the RNA sequencing analysis of MCF-7 and MCF-7/ADR cells with DE mRNAs. The gene signatures (top 50) are indicated in the right panel. **(B)** GO enrichment analysis (top 10) of DE mRNAs. Yellow represents biological process (BP), red represents cellular component (CC), and purple represents molecular function (MF). **(C)** KEGG pathway analysis (top 10) of DE mRNAs.

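The heatmap of Figure 3A names 50 genes, of which 36 are shown higher and 14 lower in MCF-7/ADR. All 50 were over 2-fold apart in the direction shown. Of the 36 higher genes, 25 were listed at 0 in MCF-7, and of the 14 lower genes 9 were listed at 0 in MCF-7/ADR. The log2 ratios of the other genes ran from 1.16 for ZNF2 to 8.73 for ABCB1 and from -5.03 for PXDN to -9.25 for KRT19. The higher genes include FLNC, which encodes the actin crosslinker filamin C (log2 ratio 7.53), SEMA3D, a secreted semaphorin (log2 ratio 7.13), FGF2, a fibroblast growth factor (log2 ratio 6.06), and TNC, the matrix protein tenascin C (log2 ratio 5.04). CDH2, which encodes N-cadherin, was listed at 0 in MCF-7 and at 31.2 FPKM in MCF-7/ADR, and ZEB2, a repressor of epithelial genes, at 0 and 12.3 FPKM. The lower genes include SPINT1, an epithelial protease inhibitor (log2 ratio -6.16), and CA12, a carbonic anhydrase (log2 ratio -5.37). ELF3, an epithelial transcription factor, was at 35.6 FPKM in MCF-7 and listed at 0 in MCF-7/ADR, and the growth factor BMP7 was at 36.2 FPKM and listed at 0. These genes were picked by the paper from its own sequencing of these cell lines, so their direction is not independent evidence.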

LC3 (microtubule-associated protein 1 light chain 3), one of the known autophagy markers, was commonly used to examine the autophagy levels. LC3-I is located in the cytoplasm, and it can conjugate with phosphatidylethanolamine to form LC3-II and migrate to autophagosome membranes. To explore the relationship between autophagy and chemotherapy sensitivity, we transfected the cells with GFP–LC3 plasmid to visualize the autophagy after silencing or enforcing BRMS1L, and we found that following ectopic BRMS1L infection, GFP–LC3 was reduced in MCF/ADR cells. Conversely, GFP–LC3 was significantly upregulated in MCF-7 cells after silencing BRMS1L (Figures 4A,B). Next, whether the inhibition of autophagy was associated with BRMS1L-mediated enhanced ADM sensitivity was further investigated. Chloroquine (CQ), a lysosomotropic agent, is reported to be efficient at inhibiting autophagy by preventing the fusion of lysosomal and autophagosome. Cell viability assays demonstrated that although the ectopic expression of BRMSL enhanced sensitivity to chemotherapy, their sensitivity was restored by cotreatment with CQ (Figure 4C). Taken together, these results demonstrate that BRMS1L increases chemotherapy sensitivity via the inhibition of ADM-induced autophagy.

**FIGURE 4:**
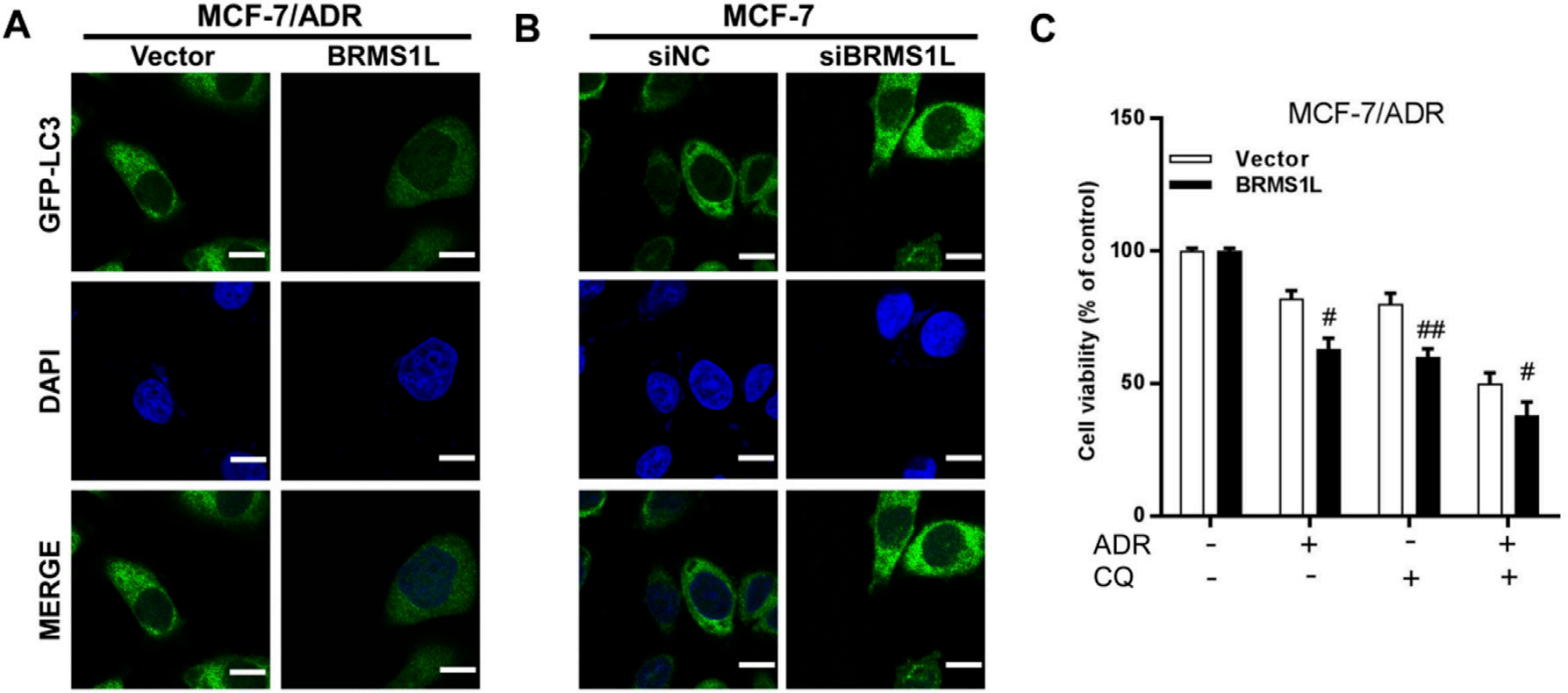
BRMS1L inhibits Adriamycin-induced autophagy in breast cancer cells. **(A,B)** Immunofluorescent staining of LC3 in MCF-7/ADR and MCF-7 cells. **(C)** Cell viability was measured with or without treatment of Adriamycin or CQ in MCF-7/ADR cells. BRMS1L vs. vector, ###, *p* < 0.001; #, *p* < 0.05.

### BRMS1L inhibits autophagy via downregulation of ATG5

To investigate the mechanism by which BRMS1L inhibited ADM-induced protective autophagy in breast cancer cells, the mRNA levels of several autophagy-related genes were examined. As shown in Figures 5A,B, silencing BRMS1L increased the mRNA levels of ATG5, Beclin-1, and ATG7, whereas the overexpression of BRMS1L in MCF-7/ADR cells reduced the mRNA level of ATG5, Beclin-1, and ATG7. As the ATG5 mRNA level presented the most prominent alternation, we focused on ATG5 in the subsequent experiments. ATG5, a part of the lipid kinase complex, could induce to form the initial stages of autophagosome and served as the autophagy marker. In this section, we investigate whether BRMS1L-mediated ATG5 downregulation contributes to the inhibition of autophagy in breast cancer cells. According to the cell viability assays, the MCF-7 cells demonstrate that co-transfection with ATG5-siRNA efficiently alleviated the promoting effect of BMRS1L-siRNA (Figure 5C). Collectively, these results indicated that BRMS1L suppresses ATG5 expression, which inhibits the ADM-induced protective autophagy in breast cancer cells.

**FIGURE 5:**
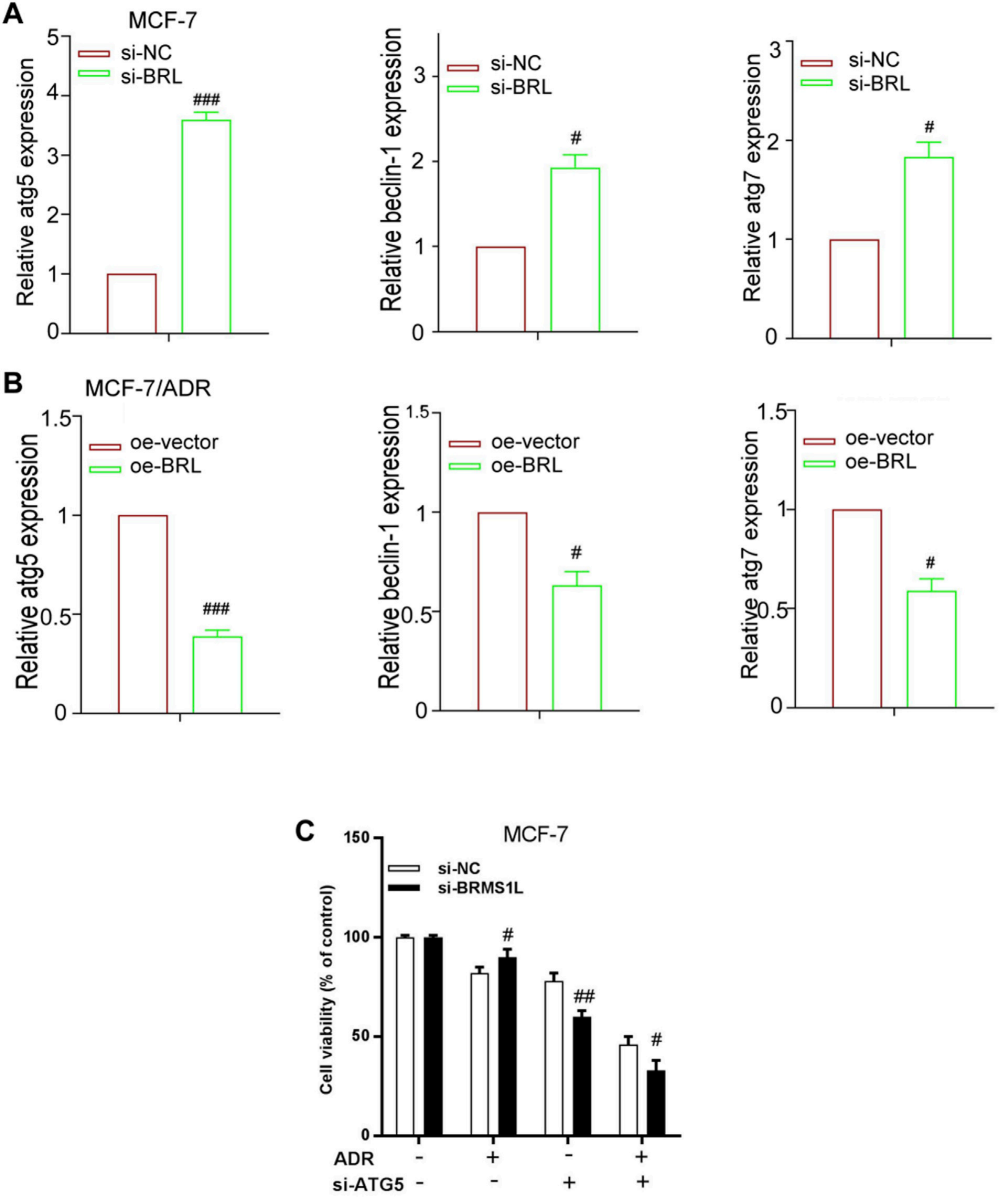
BRMS1L inhibits autophagy via downregulation of ATG5. **(A,B)** Expression levels of ATG5, ATG7, and Beclin-1 were measured using qRT-PCR in MCF-7/ADR and MCF-7 cells that were treated with the pcDNA3 vector carrying BRMS1L or si-BRMS1L, along with their controls. **(C)** Cell viability was determined in MCF-7 cells that were co-transfected with BRMS1L-siRNA and ATG5-siRNA. Si-BRMS1L vs. si-NC, oe-vector vs. oe-BRMS1L, ###, *p* < 0.001; ##, *p* < 0.01; #, *p* < 0.05. si-NC, negative control; si-BRMS1L, BRMS1L-siRNA; oe-vector, vector; oe-BRMS1L, BRMS1L; si-ATG5, ATG5-siRNA.

### BRMS1L enhances chemotherapy sensitivity *in vivo*

To further investigate whether BRMS1L enhances chemotherapy sensitivity *in vivo*, we established xenograft models using MCF-7 and MCF-7/ADR cells. As shown in Figure 6, silencing BRMS1L dramatically promoted the growth of breast xenograft tumors in nude mice upon ADM treatment (Figures 6A–C; Supplementary Figure S2). However, overexpression of BRMS1L significantly inhibited the growth of breast cancer xenograft tumors upon ADM treatment (Figures 6D–F). These results indicated that BRMS1L increased the antiproliferative effects of chemotherapy *in vivo*.

**FIGURE 6:**
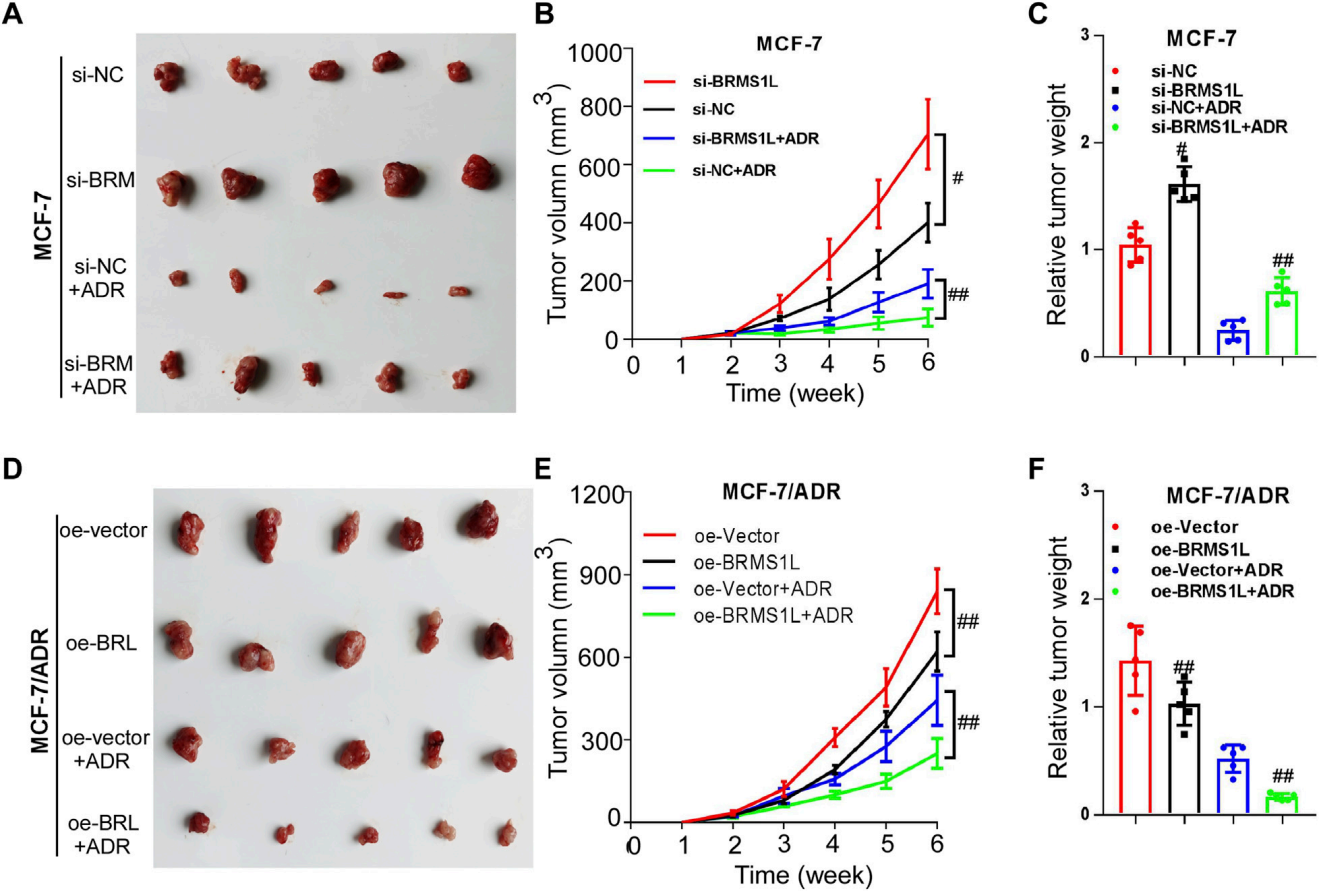
BRMS1L enhances chemotherapy sensitivity *in vivo*. **(A–C)** Silencing BRMS1L dramatically promoted the growth of breast xenograft tumors upon Adriamycin treatment. **(D–F)** Overexpression of BRMS1L significantly inhibited the growth of breast cancer xenograft tumors upon Adriamycin treatment. Si-BRMS1L vs. si-NC, oe-vector vs. oe-BRMS1L, Si-BRMS1L+ADR vs. si-NC+ADR, oe-vector+ADR vs. oe-BRMS1L+ADR; ##, *p* < 0.01; #, *p* < 0.05.

## Discussion

Although neoadjuvant chemotherapy has significantly improved the pathological complete response (PCR) rate in breast cancer patients, chemotherapy resistance remains a major obstacle to successful cancer therapy. In recent years, numerous clinical trials have reported a PCR rate of up to 60% in HER-2-positive breast cancer and triple-negative breast cancer (TNBC), which is far higher than that in luminal breast cancer (Shi et al., 2024; Gianni et al., 2016). In reality, luminal breast cancer, as the most common breast cancer subtype, often has a lower pathological grade, lower relapse rate, and better chemotherapy response. However, approximately 10% patients could gain benefit from NACT (Collins et al., 2021; Hu et al., 2019; Yu et al., 2014). Therefore, it is worthy to focus on increasing the PCR rate of luminal breast cancer at the moment. To investigate more new treatment strategies and enhance their clinical relevance, the representative breast cancer cells MCF-7 and ADM-resistant MCF-7 (MCF/ADR) were highlighted in our study.

At first, we demonstrated that reduced BRMS1L expression correlates with poor response to neoadjuvant chemotherapy and a poor prognosis. BRMS1L is one of the components in the Sin3A/HDAC complex. Our previous study demonstrated that BRMS1L suppresses invasion and metastasis of breast cancer cells by inhibiting EMT. The biological effect of BRMS1L is mediated by the epigenetic silencing of the *FZD10* gene through the recruitment of HDAC1 to its promoter and enhancing histone H3K9 deacetylation (Gong et al., 2014). Furthermore, BRMS1L expression in breast cancer cells is associated with less metastasis and better clinical outcome. Previous studies revealed the tumor suppressor role of BRMS1L in several types of malignancies. For example, BRMS1L suppresses metastasis by inhibiting the β-catenin/wnt pathway in ovarian cancer (Cao et al., 2018). Koyama et al. (2017) found that BRMS1L is one of the mediators downstream of the p53 pathway and inhibits brain cancer invasion and migration. Zhou et al. (2020) revealed that BRMS1L exerted their metastasis-suppressing role by transcriptionally repressing the ITGA7 expression in esophageal squamous cell carcinoma. Recently, Cao et al. (2024) found that the knockdown of BRMS1L expression was correlated with sensitivities to cisplatin-based chemotherapy and conferred anticancer activity in non-small-cell lung cancer by transcriptionally inducing a redox imbalance in the GPX2–ROS pathway. These studies suggest that BRMS1L could be a therapeutic target for cancer. However, there are still limited research on breast cancer about BRMS1L, which implicated that in-depth mechanism on carcinogenesis should be explored. In the present study, we were interested in the role of BRMS1L in regulating chemotherapy sensitivity in breast cancer cells.

ADM results in DNA damage, prevents DNA repair, and leads to cell apoptosis or inhibits the activation of topoisomerase to cause cell death (Yang et al., 2014; Zhang et al., 2012). The regulation of BRMS1L by chemotherapy in breast cancer cells remains undisclosed; we therefore carried out experiments and demonstrated that chemotherapy-resistant breast cancer cells exhibited decreased BRMS1L expression. Furthermore, the crucial problem we are concerned with is the molecular mechanism by which BRMS1L regulates chemotherapy sensitivity. So far, autophagy is considered to be the most important stress regulatory machinery responsible for drug administration (Gewirtz, 2014; Aydinlik et al., 2017; Park et al., 2016; Guo et al., 2016; Chittaranjan et al., 2014). Although the controversy over the prosurvival or anticancer effect of autophagy remains heated, data from *in vitro* and *in vivo* studies seem to support the hypothesis that autophagy facilitates resistance to chemotherapy treatment. Thus, the inhibition of autophagy may facilitate the re-sensitivity of therapeutic-resistant cancer cells to anticancer drugs. Many studies demonstrated that autophagy inhibitors could chemosensitize cancer treatment, which has been considered a novel strategy to enhance chemotherapy sensitivity (Cuomo et al., 2019; Kuusisto et al., 2001; Tanida et al., 2005; Yu et al., 2017; Lapierre et al., 2015). For this study, we performed RNA-seq and found that the differential genes in chemoresistant cells were relevant to autophagy-related signaling pathways, such as the PI3K−Akt signaling pathway and the Rap1 signaling pathway. It has been reported that the inhibition of the PI3K/AKT/NF-κB pathway could induce autophagy in resistant breast cancer cells (Shari et al., 2023). In addition, 6-MDS could induce autophagy of MCF-7 cells by suppressing the PI3K/AKT/mTOR signaling pathway (Zhang et al., 2022). Based on previous studies, we wonder whether BRMS1L is capable of promoting chemotherapy sensitivity via regulating autophagy. The elevated autophagy level in chemotherapy-resistant cells was validated first. We further investigated the effects of BRMS1L on autophagy and found that the inhibition of autophagy was associated with BRMS1L-mediated enhanced chemosensitivity. Interestingly, as various mechanisms of chemotherapy resistance were identified, the abovementioned reaction was found to occur not only with ADM chemotherapy but also with other different chemotherapy drugs such as paclitaxel and cisplatin, presenting as cross-resistance in breast cancer (R et al., 2022; Cocco et al., 2022; Cheng et al., 2022; Zhang et al., 2025). Thus, we demonstrated that BRMS1L significantly enhanced chemotherapy sensitivity via inhibiting protective autophagy in breast cancer cells.

Several conserved autophagy-related genes are involved in autophagy, and these genes have multiple functions in various physiological contexts. Among these genes, the ATG5 protein in a conjugated form with ATG12 and ATG8 (LC3) is involved in the early stages of autophagosome formation and plays an important role in the maturation of autophagosomes (Mizushima, 2020). Accumulating evidence demonstrated that ATG5 has a significant impact on autophagy that leads to chemoresistance in various tumor cells. For instance, upregulation of ATG5 depresses the sensitivity of prostate and lung cancer cells to chemotherapy by inducing autophagy (Cristofani et al., 2018; Wang et al., 2022), whereas silencing of ATG5 suppresses autophagy and increases the sensitivity to imatinib mesylate (Tong et al., 2012). Moreover, recent research demonstrated that ATG5 is elevated by an early growth response factor, triggering autophagy and promoting radioresistance of HCC cells (Peng et al., 2017). In this study, we, for the first time, demonstrated that BRMS1L enhanced chemotherapy sensitivity by inhibiting ATG5. Our findings suggested a novel role of BRMS1L in chemosensitivity.

In this study, we demonstrated that BRMS1L enhanced the chemotherapy sensitivity and subsequently promoted the prognosis of breast cancer patients by inhibiting autophagy. However, our study had several limitations. First, only ADM was used in our study. We did not validate whether BRMS1L could modulate chemoresistance induced by the other chemodrugs, such as paclitaxel and cisplatin. Second, only one chemoresistant cell line was constructed in our study. Third, deferentially expressed genes in MCF7/ADM vs. MCF7 cells were not validated. Therefore, further investigation should be continued to better understand the impact of BRMS1L on chemosensitivity. In summary, our discovery will not only increase our knowledge on the role of BRMS1L in breast cancer but also provide a novel biomarker for developing the sensitizing strategy and predicting response to breast cancer chemotherapy.

## Methods

### Cell culture and treatment

The human breast cancer cell line MCF-7 was purchased from Cell Bank (Chinese Academy of Sciences). The ADM-resistant cell line, MCF-7/ADR, has long been cultured in our laboratory and was treated with a low concentration of ADM (1 μM) every 4 weeks to maintain cell resistance (Supplementary Figure S1). Both the MCF-7 and MCF-7/ADR cells were grown in DMEM (Gibco, United States) supplemented with 10% fetal bovine serum (Gibco, United States) and antibiotics (100 U/mL penicillin and 100 mg/mL streptomycin) (Gibco, United States) at 37 °C with 5% CO_2_.

For transfection assays, siRNA duplexes targeting BRMS1L were designed and synthesized by RiboBio (Guangzhou, China). A BRMS1L overexpression vector was constructed from pcDNA3 (Invitrogen, United States). When cells were grown overnight to 50%–70% confluency (Gong et al., 2014), Lipofectamine 2000 (Invitrogen, United States) was used for transient transfection of siRNA and vectors (Supplementary Table S5). The transfection efficiency was examined using Western blot analysis after the transfected cells were incubated for further 48 h (Supplementary data).

For CCK-8 assays, cells were cultured in 96-well culture plates (5 × 10^3^/well). Following adhesion, the cells were treated with different concentrations of ADM (Sigma-Aldrich, st. Louis, MO, United States) for 48 h, and drug sensitivity was confirmed using the CCK-8 assay (Dojindo, Kumamoto, Japan). The culture medium was discarded after incubation, and 10 μL of CCK‐8 reagent was added to each well. The spectrophotometric absorbance of the cells was measured using an Ultra Multifunctional Microplate Reader (Tecan, Durham, NC, United States) at 450 nm. Cell viability and the half-maximal inhibitory concentration (IC50) of ADM were calculated according to the OD value. Experiments were conducted at least in triplicate using separate cultures.

### Clinical samples

Fresh breast cancer biopsy tissues for examining BRMS1L expression were obtained from 138 patients with breast cancer, who were treated with NACT. All the patients were female, aged ≥18 years, with newly diagnosed, previously untreated, and pathological confirmed invasive breast cancer. Other key inclusion criteria included normal liver, renal, and bone marrow functions. For chemotherapy, the key exclusion criteria included stage IV breast cancer and contraindications. The patients were grouped as the chemosensitive group and the chemoresistant group based on the neoadjuvant chemotherapy response (RECIST 1.1 criteria). All tissue samples were collected from the First Affiliated Hospital of Jinan University between 2017 and 2020, and all patients in the study signed informed consents. All experimental procedures were approved by the Ethics Committee of the First Affiliated Hospital of Jinan University (Guangzhou, China).

### Immunohistochemistry

IHC was performed on paraffin sections of breast tissues according to the standard LSAB protocol (DAKO, Glostrup, Denmark), using primary antibodies against BRMS1L (1:200, NBP2-14362, Novus, Centennial, CO, United states). The BRMS1L expression level was scored semi-quantitatively using the IRS ¼ SI (staining intensity) x PP (percentage of positive cells) as described. In brief, SI was determined as follows: 0, negative; 1, weak; 2, moderate; and 3, strong. PP was defined as follows: 0, <1%; 1, 1%–10%; 2, 11%–50%; 3, 51%–80%; and 4, >80% positive cells. Ten visual fields from different areas of each tumor were used for the IRS evaluation. IRS ≤4 was defined as low BRMS1L expression and IRS >4 was defined as high BRMS1L expression.

### RNA isolation and quantitative real-time polymerase chain reaction

Total RNA was extracted from breast cancer tissue samples and cell lines using TRIzol (Invitrogen). Complementary DNA synthesis was performed using PrimeScript reverse transcription reagents (Takara, Shiga, Japan, R060A). Quantitative PCR (qPCR) was carried out on LightCycler480 (Roche, Germany) using SYBR Premix EX Taq reagent (Takara, Shiga, Japan, RR420A). The expression of target genes was calculated using the 2^−ΔΔ^CT (cycle threshold) method compared with the house keeping gene *GAPDH*. All experiments were repeated thrice. The primer sequences for BRMS1L, ATG5, ATG7, Beclin1, and GAPDH are listed in Supplementary Table S3.

### Identification of differentially expressed mRNAs

A total amount of 1 µg RNA per sample from cells was used as the input material for the RNA sample preparations. Sequencing libraries were generated using the NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (CatalogE7530L, NEB, United States) following the manufacturer’s recommendations (GSE306386). Then, the libraries were pooled and sequenced on an Illumina NovaSe™ 6000 platform and finally generated 150 bp paired-end reads.

For quality control, clean reads were obtained from removing reads containing adapter, reads containing ploy-N, and low-quality reads from raw data (raw reads) of fastq format. At the same time, Q20, Q30, and GC contents of clean data were calculated. All the downstream analyses were based on the clean data with high quality. Reference genome and gene annotation files were downloaded from the genome website. Hisat2 (v2.0.5) was selected as the mapping tool because Hisat2 can generate a database of splice junctions based on the gene model annotation file. The mapped reads of each sample were assembled using StringTie with default parameters. Then, all transcripts were merged to reconstruct a comprehensive transcriptome using gffcompare software.

For quantification of the gene expression level, RSEM was used to count the read numbers mapped to each gene. Fragments per kilobases per million reads (FPKM) and transcripts per million reads (TPM) were calculated to estimate the mRNA expression levels. For differential expression analysis (DEA), the DESeq2 (v1.34.0) R package was used to identify differential genes between MCF-7 and MCF-7/ADR cells. The *p*-values were adjusted using the Benjamini and Hochberg method to control the false discovery rate (FDR). A corrected *p*-value of 0.05 (adjusted *p*-value <0.05) and an absolute fold change of 2 (|log2FC| >1) were set as the thresholds for significant differential expression. Detailed RNA sequencing data are shown in Supplementary Table S4, and the PCA plot is shown in Supplementary Figure S3.

### GO categories and KEGG enrichment analysis

The relevant analysis of DE mRNAs was performed using the clusterProfiler package in R version 3.6.0 (Vienna, Austria). The raw *p*-values of both GO and KEGG enrichment analyses were corrected using the Benjamini–Hochberg method. The significant GO terms and KEGG pathways were constructed when the enriched gene count ≥2 and the significance threshold-adjusted *p*-value *<*0.05.

### Tumor xenografts

Female BALB/c nude mice (6 weeks of age, specific pathogen-free [SPF] grade) were used to establish subcutaneous xenograft models. MCF-7 and MCF-7/ADR cells (1 × 10^6^) were subcutaneously injected into the fat pad. BRMS1L-targeting small interfering RNA (si-BRMS1L) and the control, along with BRMS1L-overexpressing plasmid (pcDNA-BRMS1L) and the control vector, were dissolved in sterile normal saline and injected via the tail vein every 3 days. When the tumor volumes were approximately 100–200 mm^3^, the mice were administered doxorubicin (5 mg/kg, 0.5 mg/mL, Sigma) via tail vein injection every 7 days. The growth of tumors and the body weights of mice were monitored after 6 weeks (TV = length × width^2^ × 0.5). Then, the mice were sacrificed by carbon dioxide inhalation, as suggested by the National Institutes of Health (NIH) guidelines for the euthanasia of rodents, following which the tumors were dissected and weighed. The experimental protocol was approved by the Animal Research and Care Committee of Jinan University. All methods performed on animals were reported in accordance to the ARRIVE guidelines.

### Statistics

All statistical analyses were performed using SPSS for Windows version 20.0. Student’s t-test was used for the comparison of two independent groups. The χ^2^ test was applied to analyze the association between the BRMS1L expression level and clinicopathological status. The Kaplan–Meier survival curves of disease-free survival (DFS) and overall survival (OS) were plotted with a median follow-up of 45 months. The log-rank test was used to analyze survival differences. All experiments *in vitro* were performed independently for at least three times and in triplicate for each time. All results are expressed as mean ± s.d, and mean values of three experiments are shown. A *p*-value of 0.05 was considered statistically significant in all cases.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found in the Gene Expression Omnibus (GEO) repository with the accession number GSE306386.

## Abbreviations

BRMS1L, BReast cancer Metastasis Suppressor 1 Like; HDAC, Histone DeACetylase; IHC, ImmunoHistoChemistry; NACT, NeoAdjuvant ChemoTherapy; ADM, ADriaMycin.

# Supplementary material for: BRMS1L promotes chemotherapy sensitivity by inhibiting autophagy in breast cancer
**Source:** Front Genet. 2025 Nov 7;16:1670001. doi: 10.3389/fgene.2025.1670001
**Supplement:** Supplementary file 1

**Supplementary Table 1. Clinical response to neoadjuvant chemotherapy in patients with high or low BRMS1L expression No.(%)**

| Response to chemotherapy | Total No. | BRMS1L expression | | χ 2 | *p* |
| --- | --- | --- | --- | --- | --- |
|  |  | High（IRS＞4） | Low（IRS≤4） |  |  |
| CR | 23 | 15 | 8 |  |  |
| PR | 60 | 34 | 26 |  |  |
| SD | 27 | 13 | 14 |  |  |
| PD | 28 | 8 | 20 |  |  |
| Total | 138 | 70 | 68 | 8.35 | 0.039 |

CR: Complete Response; PR: Partial Response; SD: Stable Disease; PD: Progressed Disease. χ 2 test were used to calculate p-values.

**Supplementary Table 2. Treatment paradigms between patients with high and low BRMS1L expression No.(%)**

| Response to chemotherapy | Total No. | BRMS1L expression | | P |
| --- | --- | --- | --- | --- |
|  |  | High（IRS＞4） | Low（IRS≤4） |  |
| Neoadjuvant chemotherapy | | |  | 0.111 |
| CE-T/CET | 69 | 37 | 32 |  |
| EC-TH | 28 | 15 | 13 |  |
| TCbH | 21 | 10 | 11 |  |
| Other | 20 | 8 | 12 |  |
| Surgical therapy | |  |  | 0.267 |
| Mastectomy | 97 | 46 | 51 |  |
| Conservation | 41 | 24 | 17 |  |
| Cycles of chemotherapy | | |  | 0.766 |
| four | 22 | 11 | 11 |  |
| six | 51 | 24 | 27 |  |
| eight | 65 | 35 | 30 |  |
| Endocrine therapy | |  |  | 0.552 |
| AI | 48 | 23 | 25 |  |
| TAM | 33 | 15 | 18 |  |
| None | 57 | 32 | 25 |  |

C: cyclophosphamide; E: epirubicin; T: docetaxel; H: trastuzumab; Cb: carboplatin

χ 2 test were used to calculate *p*-values.

**Supplementary Table 3. The primer sequences for target genes**

| Target genes | Primer sequences |
| --- | --- |
| BRMS1L | Forward  5’-AGTGAAAACGGAACCACCTG-3’  Reverse  5’-TATGGACCTGAAACAACAACTGG-3’ |
| ATG5 | Forward  5’-TGGGCCATCAATCGGAAACTC-3’  Reverse  5’- TGCAGCCACAGGACGAAACAG-3’ |
| ATG7 | Forward  5’-GCGGAATTCCATGGCGGCAGCTACGG-3’  Reverse  5’-ACGCGGCCGCTCAGATGGTCTCATCAT-3’ |
| Beclin1 | Forward  5’-TGAGGGATGGAAGGGTCTAAG-3’  Reverse  5’-CCTAAGGAAAAAAGTCATTTGTTAT-3’ |
| GAPDH | Forward  5’-GCTGGCGCTGAGTACGTCGTGGAGT-3’  Reverse  5’-CACAGTCTTCTGGGTGGCAGTGATGG-3’ |

**Supplementary Table 4. RNA sequencing data obtained in the study**

| **Sample** | **Raw**  **Reads** | **Raw**  **Bases** | **rRNA** | **Clean**  **Reads** | **Clean**  **Bases** | **Clean**  **Ratio** | **Q20** | **Q30** | **GC** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MCF-7 | 154805218 | 22724206572 | 78535110  (50.73%) | 74597532 | 10942139560 | 98.26% | 97.42% | 93.18% | 45.07% |
| MCF-7/ADR | 136518522 | 20121576297 | 64137822  (46.98%) | 70749444 | 10424410689 | 98.20% | 97.39% | 93.14% | 43.49% |

**Supplementary Table 5. siRNA sequences**

| BRMS1L-siRNA | 5’-GAAGACUGGACAACAAUUATT-3’  5’-UAAUUGUUGUCCAGUCUUCTT-3’ |
| --- | --- |

**Western blotting**

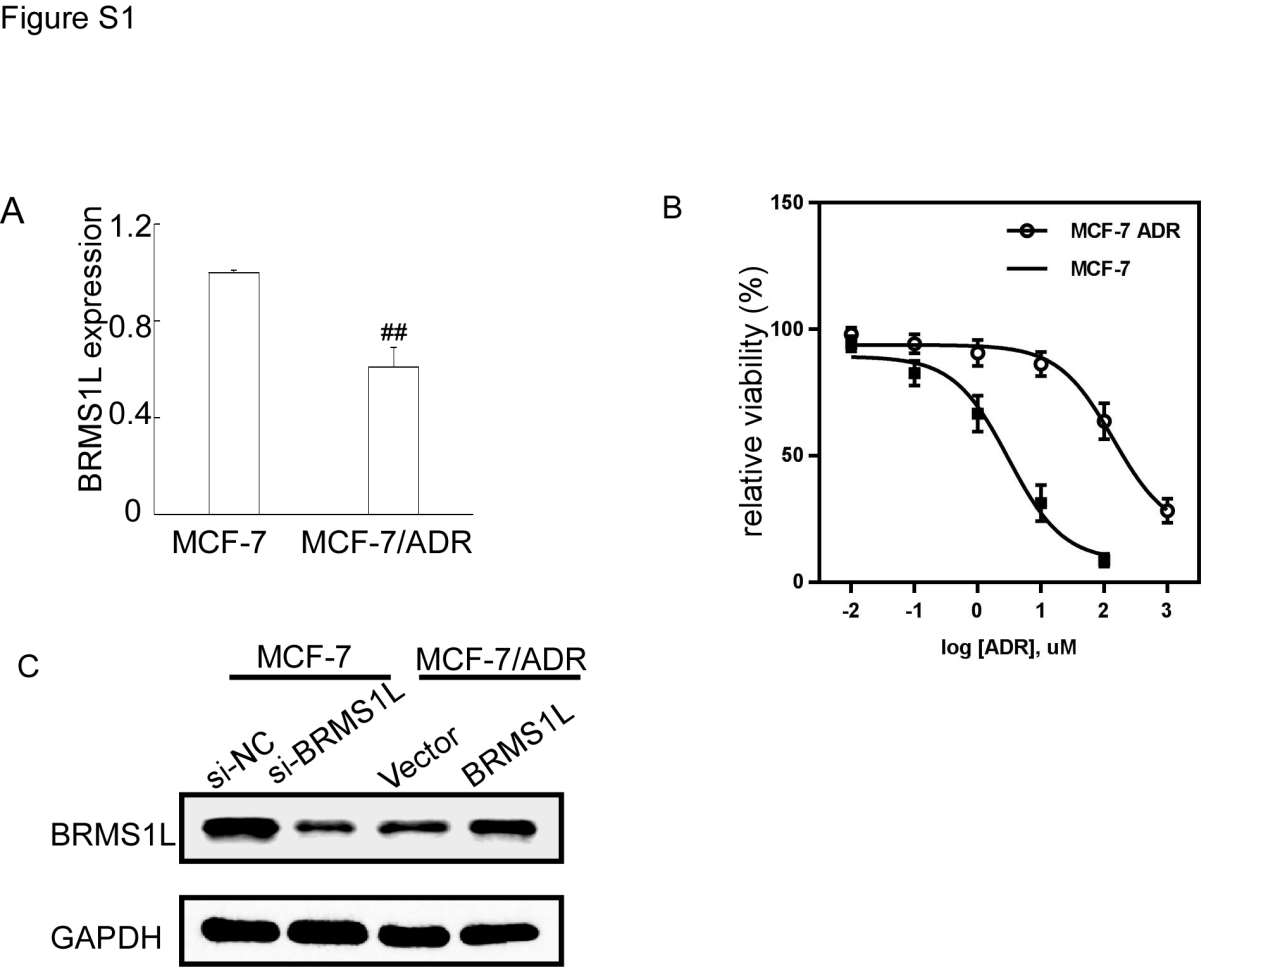
Protein extracts were resolved in 8%-15% SDS-PAGE, transferred to PVDF membranes, and probed with antibodies against BRMS1L (NBP2-14362, NOVUS, 1:1000) and β-actin (A3854, Sigma, 1:1000). Peroxidase-conjugated secondary antibodies against rabbit (A0545, Sigma, 1:1000) was used, and the antigen-antibody reaction was visualized by the enhanced chemiluminescence assay (WBKLS0500, ECL, Millipore).

Figure S1. A. BRMS1L expression in MCF-7 and ADR cells. B. Relative viability in MCF-7 and ADR cells. C. BRMS1L expression in cells. MCF-7/ADR vs. MCF7, ##, *p*<0.01.

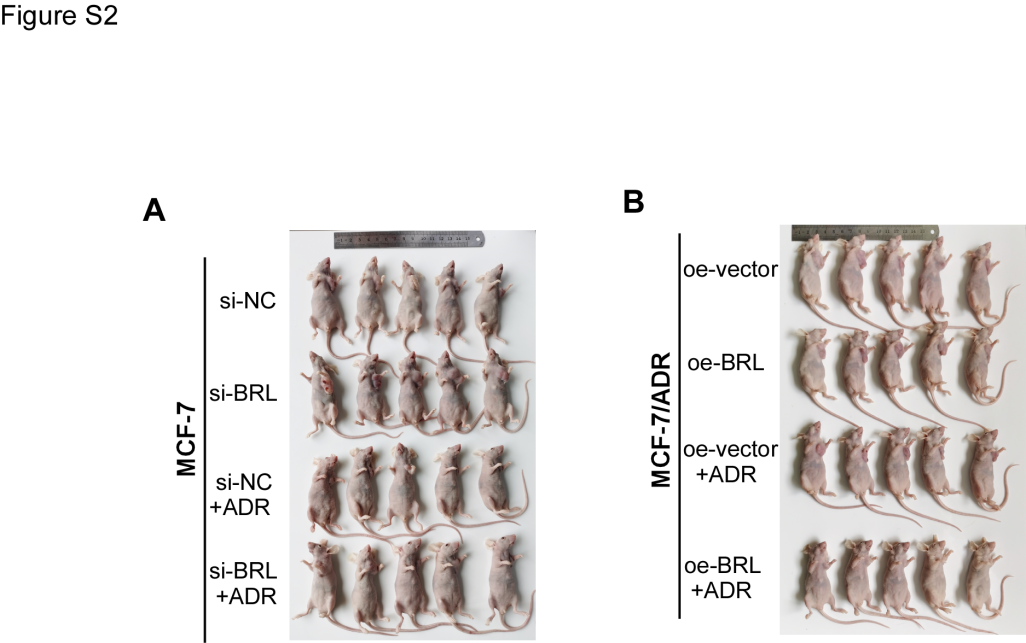

Figure S2. A&B Growth of breast xenograft tumors upon knockdown and overexpression of BRMS1L treatment. BRL, BRMS1L.

Figure S3

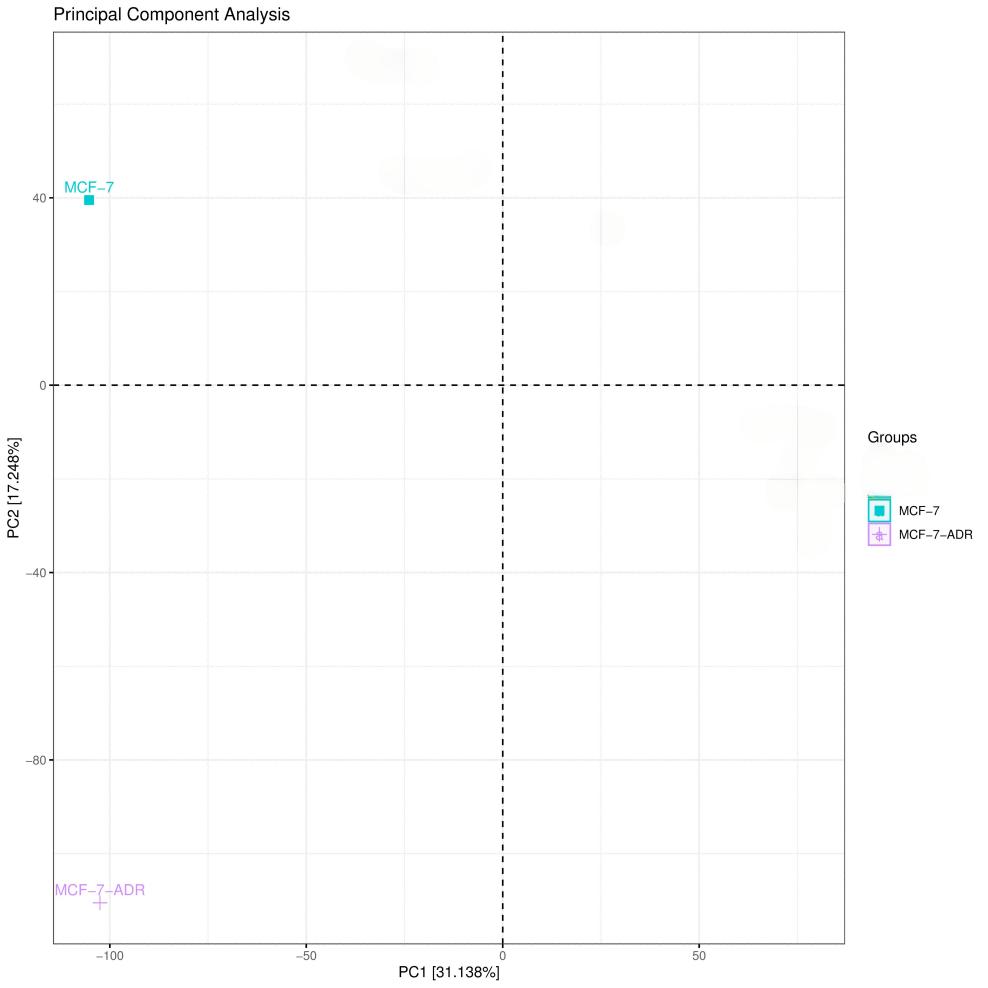

Figure S3. The PCA plot between MCF-7 and MCF-7/ADR groups.

How the deposited data were processed for this re-analysis (not part of the article)

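RNA from MCF-7 and MCF-7/ADR was sequenced by the authors, and the table analysed holds 1 column of values for each cell line. Whether a column stands for 1 culture or a pool is not given in the sources used here. No column of another sample was in the table. The paper's methods describe removal of adapter, poly-N and low-quality reads, alignment with Hisat2 (v2.0.5), assembly with StringTie, merging with gffcompare and counting with RSEM. The submitters' processing notes name FastQC, fastp, RSEM and the build GRCh38. The annotation release is not given in the sources used here. The deposited values are FPKM, fragments per kilobase of gene length scaled by the mapped fragments, as the authors calculated them. FPKM already corrects for gene length and library size, and it does not correct for a few genes that take a large part of a library. The 20 highest genes held 11.4% of the summed FPKM in MCF-7 and 8.99% in MCF-7/ADR. The paper's differential expression was computed by the authors with DESeq2 on counts, which were not used here.

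The log2 ratio was log2 of FPKM + 1 in MCF-7/ADR minus log2 of FPKM + 1 in MCF-7. Of 19447 gene symbols, 12766 with an FPKM of at least 1 in at least 1 library were kept, and genes with a log2 ratio beyond 1 in either direction were counted. In MCF-7, 4007 genes were listed at 0, and in MCF-7/ADR 3447. Because each cell line has 1 library, no test was made. The reads behind each value are unknown. Of 338 genes below 0.1 FPKM in both libraries, at most 4 shared the same ratio to 3 decimals, so read steps could not be recovered, and no counting interval is given for a gene.

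The gene lists, the rule for the genes named and all alternatives, except the settings without the highest genes and relative to GAPDH, were fixed before the data were examined. The rule took the 15 genes with the highest and the 15 with the lowest log2 ratio, the genes that the paper's text or Figure 3A names, 4 members with the largest absolute log2 ratio per list, and any member of the core autophagy, Sin3–HDAC, topoisomerase and MCF-7 deletion lists. Outside this rule, CDKN2B, TUBD1 and TBX2 were named after their values were seen, RUNDC3B because it overlaps ABCB1 and NOS3 because it overlaps ATG9B. The lists were written by hand from general knowledge, because GO and KEGG memberships were not used here, and 3 members were matched through newer symbols. For 30 lists, the median log2 ratio and the number of genes over 2-fold apart were set beside 10000 random lists of the same size, matched in 20 bins of mean log2(FPKM + 1). Such a comparison describes these libraries and does not replace replicates. For lists on themes that the paper reported from its own sequencing of these cell lines, it is not independent evidence. The size rule and the random lists were run on simulated data to check the code. In 2 simulated libraries of 12188 genes, the rule took 100% of 50 genes changed 3-fold and 0% of 50 genes changed 1.5-fold. The noise was set small and no gene with a low value was changed, so both outcomes follow from the settings. The noise of the real libraries is unknown. Of simulated lists of 40 genes with no shift, 95% had a percentile between 2.5 and 97.5, with ratios drawn independently, unlike those of genes regulated together.

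Alternatives were a pseudocount of 0.1 or 0.5, no filter or a filter of 5 FPKM, values rescaled to a sum of 1000000 (TPM), log2 ratios centred on their median, scaling to the same 75th percentile, and a fold threshold of 4 for the counts. A count was taken as unchanged within 1.5 times. A share was taken as unchanged within its exact 95% binomial interval, and a list median within the 95% interval from its order statistics. A single gene was taken as unchanged when it kept its sign and its side of 2-fold. Positions are those of RefSeq genes on GRCh38.p14, to which 19361 symbols were matched. For neighbouring genes, the median log2 ratio of each run of 10 kept genes was compared with 1000 shuffles of the gene order. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.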

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

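MTAP was at 0.338 FPKM in MCF-7 and 40.9 FPKM in MCF-7/ADR, and CDKN2A was listed at 0 in MCF-7 and at 15.2 FPKM in MCF-7/ADR. PAX8 was at 1.08 and 53.8 FPKM, and MSLN, which encodes mesothelin, at 0.0271 and 50.0 FPKM. These genes lie outside those the paper discusses, and each was at 10 FPKM or more in MCF-7/ADR and under 2 FPKM in MCF-7. The limits of 10 and 2 FPKM, the tests of CDKN2B and of a 1% share and the value for the loss of all MCF-7 RNA were chosen after the values were seen, and the other tests of this part before.

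The pattern weighed is the loss of luminal and epithelial genes in MCF-7/ADR, with a median log2 ratio of -3.56 over both lists. The scaling of the 2 libraries goes against the median of all genes, 0.034. Fibroblasts in the culture go against the median of 0.268 FPKM over 12 of their abundant genes, of which 1 was at 10 FPKM or more. A change of state in cells descended from MCF-7 goes against MTAP at 40.9 FPKM, since a gene lost from the genome cannot be expressed again, although that loss is background knowledge and was not measured in these cells. A candidate explanation that stays open is that the MCF-7/ADR library comes from cells of another origin than MCF-7, which would also give CDKN2B, in the same stretch of chromosome 9, its 9.47 FPKM in MCF-7/ADR against a value listed at 0 in MCF-7.

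Some resistant lines carried under such names are known, as background, to have been reassigned to an ovarian cancer line, but the 10 genes of ovarian and Müllerian epithelium did not settle it here. In MCF-7/ADR, 2 of them were at 10 FPKM or more, PAX8 at 53.8 and MSLN at 50.0 FPKM. Of the 6 kept by the filter 3 were higher and 2 lower. The higher ones include WT1, listed at 0 in MCF-7 and at 1.70 FPKM in MCF-7/ADR. The lower ones include MECOM, at only 1.35 FPKM in MCF-7 and listed at 0 in MCF-7/ADR. A mixture in which unchanged MCF-7 cells gave 1% or more of the RNA goes against the levels of 61 luminal and epithelial genes at 10 FPKM or more in MCF-7, since other cells can only add to them. Their lower quartile in MCF-7/ADR was 0.376% of the MCF-7 level, and 7 of the 18 at 100 FPKM or more in MCF-7 were under 1%, among them TFF1, KRT19 and CDH1. A smaller share of MCF-7 cells, or a mixture with MCF-7 cells that had also lost these genes, cannot be told apart from another origin. The log2 ratios of 28 luminal genes at 10 FPKM or more in MCF-7 had an interquartile range of 2.48, over the bound of 2 set against a mixture, but on the FPKM + 1 scale the loss of all MCF-7 RNA would alone give 2.00, so that bound was wrong. An MCF-7 stock that had kept the region also stays open, and no genotype of the cells was used here.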

How the results depend on the processing

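The setting without the highest 20 genes of each library was chosen after the data were seen. With 1 library per cell line, no alternative could leave out a replicate. No paired analysis was possible because each group has 1 library. The count of genes over 2-fold apart ran from 3542 to 5743 over the 7 planned settings of pseudocount, filter and scaling. With a fold threshold of 4 it was 1576, with 833 higher and 743 lower, by the construction of that threshold. The share of higher genes, 51.9%, was 49.7% with a filter of 5 FPKM, 49.8% after centring, 49.2% with scaling to the 75th percentile, 56.8% after rescaling to TPM and 55.4% without the highest genes, so which direction holds more genes depends on these settings. Rescaling to TPM moved the median of all genes by 0.12, and its values are larger than FPKM, so a pseudocount of 1 weighs less there. No named gene over 2-fold apart changed direction, and 214 of 221 kept both their sign and their side of 2-fold after rescaling to TPM. A filter leaves the ratio of a gene as it is, and a pseudocount cannot turn its sign. The scalings of all genes moved the median by 0.12 at most, so the absence of a change of direction follows from the settings.

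With no filter, which adds unexpressed members by construction, the share of genes over 2-fold apart was 34.1% for growth factors and receptors, 45.1% for matrix proteins and integrins, 27.3% for collagens, 35.6% for ABC transporters, 82.5% for mesenchymal genes, 39.3% for axon guidance, 37.3% for junctions, 41.0% for morphogenesis, 35.9% for HOX genes, 32.3% for developmental transcription factors, and 25% for the fibroblast and for the leukocyte and endothelial genes. Their median log2 ratios were then 0.28 for matrix proteins and integrins, 0.056 for morphogenesis, 0.32 for fibroblast genes and 0.36 for leukocyte and endothelial genes. With a filter of 5 FPKM the share was 100% for collagens, mesenchymal, basal and ovarian and Müllerian genes and 85.7% for HOX genes. It was 83.3% for HOX genes and 100% for ovarian and Müllerian genes with a pseudocount of 0.1 or 0.5 and after rescaling to TPM. With a pseudocount of 0.1, which by construction widens the ratios of low genes, the medians were 2.03 for matrix proteins and integrins, -4.64 for epithelial, 5.57 for mesenchymal, 2.20 for HOX, 5.04 for fibroblast and 2.69 for leukocyte and endothelial genes. The fibroblast median was 3.15 with a pseudocount of 0.5. After rescaling to TPM the medians were 1.92 for matrix proteins and integrins, 5.05 for mesenchymal and 3.58 for fibroblast genes. Centring and scaling to the 75th percentile moved no list share or median out of its interval. They shifted the median of all genes by only -0.03 and -0.05, and the intervals of short lists are wide. The share of leukocyte and endothelial genes fell from 100% to 66.7% under both settings and stayed within its interval from 29.2% to 100%. The reads behind a value are unknown, so what depth limits could not be worked out.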

Differences from the paper's values

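The paper's number of differentially expressed mRNAs is 1431, at an adjusted p under 0.05 and a fold change over 2. By the fold alone, without a p-value, 4795 genes were over 2-fold apart here. The paper's adjusted p could not be repeated from FPKM of 1 library per cell line. How many libraries entered the paper's own comparison is not given in the sources used here, so the 2 counts may rest on different libraries. Of the alternatives set before the data were examined, those on pseudocount, filter and scaling gave 3542 to 5743 genes. The fold threshold of 4 gave 1576 genes, within 1.5 times the paper's number, but it is another rule and has no p-value. Whether the same genes were counted was not examined, so the closeness of these counts does not show a match. All 50 genes of Figure 3A were over 2-fold apart in the direction the figure shows.

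The paper's level of BRMS1L in MCF-7/ADR relative to MCF-7 is about 0.61 in Supplementary Figure S1A, read by eye, and lower in the resistant cells. The RNA-seq libraries gave 1.72, as the ratio of FPKM + 1, with BRMS1L higher in MCF-7/ADR. All 7 alternatives on pseudocount, filter and scaling set before the data were examined also differ, at 1.65 to 1.93. A filter leaves the ratio as it is and a pseudocount cannot turn its direction, so these settings could not have reached 0.61. The scalings moved the median of all genes by only 0.12 (TPM), -0.03 (centring) and -0.05 (75th percentile), so they had little room to reach it. The panel is another measurement of these cell lines than the sequencing. Its caption does not name the assay, so the 0.61 may be a level of protein or of RNA.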

Other observations

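The tests on neighbouring genes and on BRMS1L and the values relative to GAPDH were chosen after the results were seen. Drug handling genes moved in both directions. Of 28 ABC transporters, 8 were over 2-fold higher and 8 lower in MCF-7/ADR. ABCB4, the paralog and neighbour of ABCB1, was at 0.369 and 33.3 FPKM, and the lipid transporter ABCA12 at 33.9 and 0.104 FPKM. Of the 11 genes within 1000000 bp of ABCB1, with ABCB1 counted, 7 were higher and 0 lower. A run of 10 neighbouring genes that holds ABCB1, from 83363238 to 87832296, had a median log2 ratio of 2.13. The highest run matched or passed it in 93 of 1000 shuffles of the gene order, so this run does not stand out from chance order. It is not the same set as the 11 genes, so the test does not address their count, which was not tested. Of 26 enzymes that handle anthracyclines or glutathione, 2 were higher and 9 lower. Their median log2 ratio was -0.72 (-0.29 with no filter on low values), and 10 of the 10000 random lists matched or fell below -0.72. The higher ones were GSTP1 and AKR1B1, an aldose reductase at 0.0801 and 77.3 FPKM, and CBR3, a carbonyl reductase, was at 14.5 and 0.112 FPKM. Among 6 topoisomerases, TOP2B was lower, at 67.1 and 11.0 FPKM, and TOP2A, the other type II enzyme, was at 70.5 and 37.7 FPKM (log2 ratio -0.89).

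Of 27 p53 target genes, 10 were lower and 3 higher (9 and 6 after rescaling to TPM, 12 and 6 with a pseudocount of 0.1), so the balance depends on the setting, with a median log2 ratio of -0.59, and 55 of the random lists had a median as low. GDF15, a stress-induced cytokine, was at 121 and 1.58 FPKM. Of 32 genes of glucose transporters and of enzymes listed under glycolysis, 13 were lower and 4 higher, among them LDHB. Their median was -0.83, which no random list reached (-0.49 with no filter on low values). The lower genes include FBP1, an enzyme of gluconeogenesis, at 82.9 FPKM in MCF-7 and listed at 0 in MCF-7/ADR. Of 31 genes of the interferon response and antigen presentation, 14 were higher and 5 lower, with a median of 0.85 that 1 random list reached. IFIT2 was at 1.72 and 27.6 FPKM and MX2 at 0.381 and 32.3 FPKM, whereas B2M, the light chain of MHC class I, was at 286 and 26.4 FPKM. Of 21 genes of the Sin3–HDAC complex, of which BRMS1L is a part, 1 was higher (SINHCAF, log2 ratio 1.22) and 4 lower, among them HDAC1 at 68.8 and 31.4 FPKM. Of 29 proliferation genes, 5 were higher and 3 lower, of 29 apoptosis genes 4 and 7, of 10 basal genes 4 and 4, and of 17 housekeeping genes 0 and 2. Of 12 leukocyte and endothelial genes, 3 passed the filter and all 3 were higher, with CD68 at 4.98 and 19.0 FPKM.

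A run of neighbouring genes on chromosome 17 of GRCh38.p14, from 59859479 to 61409466, was lower in MCF-7/ADR. All 10 genes, from TUBD1 to TBX2 and with RPS6KB1 and PPM1D among them, were over 2-fold lower, with a median log2 ratio of -3.17 and median levels of 74.2 FPKM in MCF-7 and 8.33 FPKM in MCF-7/ADR. The chance order of genes does not reach this median log2 ratio, since the lowest median of 10 neighbouring genes in 1000 shuffles of the gene order was -3.02. Over all genes kept, the median level was 7.74 FPKM in MCF-7 and 7.81 FPKM in MCF-7/ADR. Beside these values the run stood high in MCF-7 and lay near the median in MCF-7/ADR. A difference in DNA copy number between the cell lines is a candidate explanation that cannot be told apart from shared regulation, because no DNA data were used here. As a hypothesis, part of the lower RPS6KB1 and VMP1 may then come from the region and not from the PI3K−Akt pathway or autophagy.

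BRMS1L was at 8.45 FPKM in MCF-7 and 15.2 FPKM in MCF-7/ADR (log2 ratio 0.78), on chromosome 14 from 35826338 to 35871963. An exchange of the 2 columns goes against the median of the luminal genes, 1.42 FPKM in the column named MCF-7/ADR and 47.8 FPKM in the column named MCF-7, a luminal cell line. The scaling goes against the lowest log2 ratio over the scalings tried, 0.73. Those by TPM, centring and the 75th percentile moved the median of all genes by only 0.12, -0.03 and -0.05. GAPDH was at 1894 and 998 FPKM (log2 ratio -0.92), while the 17 housekeeping genes had a median log2 ratio of -0.07. Relative to GAPDH and without a pseudocount, the log2 ratio of BRMS1L was 1.77, of ATG5 1.85, of ATG7 1.73 and of BECN1 1.27. The lower GAPDH level in MCF-7/ADR raises each of these values. Whether the cultures or the assays differ between the sequencing and the paper's other measurements was not tested, and the direction has no replicate check here.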
